# Robust Transcriptional Profiling and Identification of Differentially Expressed Genes With Low Input RNA Sequencing of Adult Hippocampal Neural Stem and Progenitor Populations

**DOI:** 10.3389/fnmol.2022.810722

**Published:** 2022-01-31

**Authors:** Jiyeon K. Denninger, Logan A. Walker, Xi Chen, Altan Turkoglu, Alex Pan, Zoe Tapp, Sakthi Senthilvelan, Raina Rindani, Olga N. Kokiko-Cochran, Ralf Bundschuh, Pearlly Yan, Elizabeth D. Kirby

**Keywords:** adult neural stem cell, hippocampus, differential gene expression, single cell RNA sequencing, bulk RNA sequencing

## Abstract

Multipotent neural stem cells (NSCs) are found in several isolated niches of the adult mammalian brain where they have unique potential to assist in tissue repair. Modern transcriptomics offer high-throughput methods for identifying disease or injury associated gene expression signatures in endogenous adult NSCs, but they require adaptation to accommodate the rarity of NSCs. Bulk RNA sequencing (RNAseq) of NSCs requires pooling several mice, which impedes application to labor-intensive injury models. Alternatively, single cell RNAseq can profile hundreds to thousands of cells from a single mouse and is increasingly used to study NSCs. The consequences of the low RNA input from a single NSC on downstream identification of differentially expressed genes (DEGs) remains insufficiently explored. Here, to clarify the role that low RNA input plays in NSC DEG identification, we directly compared DEGs in an oxidative stress model of cultured NSCs by bulk and single cell sequencing. While both methods yielded DEGs that were replicable, single cell sequencing using the 10X Chromium platform yielded DEGs derived from genes with higher relative transcript counts compared to non-DEGs and exhibited smaller fold changes than DEGs identified by bulk RNAseq. The loss of high fold-change DEGs in the single cell platform presents an important limitation for identifying disease-relevant genes. To facilitate identification of such genes, we determined an RNA-input threshold that enables transcriptional profiling of NSCs comparable to standard bulk sequencing and used it to establish a workflow for *in vivo* profiling of endogenous NSCs. We then applied this workflow to identify DEGs after lateral fluid percussion injury, a labor-intensive animal model of traumatic brain injury. Our work joins an emerging body of evidence suggesting that single cell RNA sequencing may underestimate the diversity of pathologic DEGs. However, our data also suggest that population level transcriptomic analysis can be adapted to capture more of these DEGs with similar efficacy and diversity as standard bulk sequencing. Together, our data and workflow will be useful for investigators interested in understanding and manipulating adult hippocampal NSC responses to various stimuli.

## Introduction

The subgranular zone (SGZ) of the hippocampal dentate gyrus (DG) is a unique neurogenic niche in the adult mammalian brain (Vicidomini et al., 2020; Denoth-Lippuner and Jessberger, 2021). Neural stem cells (NSCs) in the SGZ give rise to functional new neurons throughout adulthood that contribute to hippocampal memory and affect regulation and could also be a source for endogenous tissue repair after injury or disease (McAvoy and Sahay, 2017; Miller and Sahay, 2019). Over the past decade, transcriptional analysis using high-throughput RNA sequencing (RNAseq) technology has dramatically expanded knowledge of NSC molecular characteristics. For example, studies using prospectively identified stem and progenitor populations have uncovered previously unknown cell lineage relationships (Llorens-Bobadilla et al., 2015; Dulken et al., 2017; Baser et al., 2019; Berg et al., 2019). Other studies using more unbiased approaches have revealed regional and even cell-specific transcriptional differences or transcriptional changes during development, adult neurogenesis, or aging (Shin et al., 2015; Artegiani et al., 2017; Yuzwa et al., 2017; Hochgerner et al., 2018; Zywitza et al., 2018; Dulken et al., 2019; Mizrak et al., 2019). As studies of the NSC transcriptome expand, researchers are faced with an increasing variety of options for how to accomplish transcriptional profiling of this small, but critical, cell population.

Current major challenges to transcriptional profiling of NSCs include their relative sparsity *in vivo* and their transcriptional similarity to astrocytes. Both of these challenges have made bulk RNAseq of prospectively isolated NSCs a less attractive approach as it requires large cell number input and prospective isolation of the desired population. Instead, single cell RNAseq (scRNAseq) has emerged as the preferred technique to begin overcoming the above barriers. This approach uses the very small amounts of RNA present in single cells to generate thousands of individual cell transcriptomes with massively paralleled sequencing. scRNAseq studies of the adult mouse SVZ and SGZ have identified rare subpopulations of cells, as well as dynamic changes in gene expression at different developmental stages, maturation states, and regional locations (Llorens-Bobadilla et al., 2015; Shin et al., 2015; Artegiani et al., 2017). Several studies have adapted analytical methods from standard bulk sequencing to accommodate the technical challenges presented by using such low input to profile cells from other lineages (Robinson and Oshlack, 2010; Law et al., 2014; Love et al., 2014). In addition, many pioneering studies in other cell types have also developed novel processing and analysis tools specifically designed to facilitate detection of cell heterogeneity or chronological mapping of developmental trajectories using scRNAseq transcriptomes (Trapnell et al., 2013; Finak et al., 2015; Shin et al., 2015; Qiu et al., 2017).

While these recent studies show that scRNAseq is a powerful approach to characterize differences between individual cells, it is not yet clear how effective it is for uncovering population-level changes in gene expression. Identification of differentially expressed genes (DEGs) induced by variables like injury or gene expression manipulation is critical to understanding the mechanisms underlying NSC function in both disease models and in healthy brains. It seems logical that the low input of scRNAseq would affect DEG discovery compared to standard bulk RNAseq, where DEG analysis in transcriptomics was first developed (Bhargava et al., 2015; Arzalluz-Luque et al., 2017). Investigation of this possible pitfall is still sparse. A small handful of studies has addressed robustness of different statistical analysis approaches for DEG identification, but some have contradictory findings (Ziegenhain et al., 2017; Soneson and Robinson, 2018; Wang et al., 2019; Mou et al., 2020; Squair et al., 2021). For example, Squair et al. (2021) suggest that scRNAseq DEGs are rife with false positives while Soneson and Robinson (2018) show that the most common statistical tests are quite resistant to false positives in scRNAseq DEG analysis. Most studies of this nature are retrospective—taking advantage of samples not originally processed for the purpose of identifying overlap and error in methods. Here, we directly compare scRNAseq (using the 10× Chromium platform) with bulk level RNAseq of cultured NSCs in a model of oxidative stress *in vitro* specifically to evaluate DEG identification across sequencing approaches. We found little overlap in DEGs identified by scRNAseq and bulk RNAseq, despite using the same source samples. While subsequent experiments showed that DEGs from both approaches were replicable and that our single cell analysis was resistant to false positives, we found that scRNAseq identified DEGs among genes that show a more moderate fold change and high relative transcript count when compared to the bulk RNAseq approach. Because many studies of DEGs would specifically benefit from identification of higher fold change transcripts which are more moderately expressed, we adapted and validated a limiting cell (lc) RNAseq approach for sequencing DG NSCs isolated from individual adult mice with similar reliability as more bulk RNAseq-like approaches. We further demonstrate the utility of this method by applying it to transcriptome profiling of NSCs and their intermediate progenitor cell (IPC) progeny from single adult mouse hippocampi after a lateral fluid percussion injury (LFPI) model of traumatic brain injury (TBI).

## Materials and Methods

### Animals

Nestin-GFP mice (Mignone et al., 2004) (Jackson Labs, Bar Harbor, ME, United States, #033927) and Wt C57Bl/6J mice (Jackson Labs, #000664) were housed in a 12 h light-dark cycle with food and water *ad libitum*. To isolate brains for fluorescence *in situ* hybridization, adult mice (6–9 weeks old) were anesthetized with an intraperitoneal injection of ketamine (87.5 mg/kg) and xylazine (12.5 mg/kg). Mice were then transcardially perfused with ice cold PBS followed by cold 4% PFA. For immunofluorescence and whole DG RNA isolation, mice were only perfused with ice cold PBS. For lcRNAseq experiments, mice were only perfused with ice cold HBSS without calcium or magnesium. This study was approved by the Institutional Animal Care and Use Committee (IACUC) at the Ohio State University in accordance with institutional and national guidelines.

### Dentate Gyrus Isolation and Fluorescence Activated Cell Sorting for RNAseq

To isolate DGs for subsequent fluorescence activated cell sorting (FACS), 6–9 weeks old adult mice (*n* = 3 biological replicates per group) were anesthetized and perfused with HBSS as described above. Following perfusion, brains were removed and placed in cold HBSS on ice. To expose the hippocampus, brains were bisected along the midsagittal line and the cerebellum and diencephalic structures were removed. Under a dissection microscope (Zeiss), the DG was excised using a beveled syringe needle and placed in ice cold HBSS without calcium or magnesium. DGs were then mechanically dissociated with sterile scalpel blades before enzymatic dissociation with a pre-warmed papain (Roche 10108014001)/dispase (Stem Cell Technologies, Vancouver, Canada, 07913)/DNase (Stem Cell Technologies, Vancouver, Canada, NC9007308) (PDD) cocktail at 37°C for 20 min. Afterward, the tissue was again mechanically disrupted by trituration for 1 min. Dissociated cells were collected by centrifugation at 500 *g* for 5 min before resuspending in HBSS without calcium/magnesium. Cells were then filtered through a 35 μm nylon filter before staining with fluorescent antibodies (Supplementary Table 5) on ice for 30 min. During the last 10 min of staining, Hoechst dye was added for live/dead discrimination. All cells were washed twice following staining and immediately sorted as NSC or IPC populations based on fluorescent markers with the FACSAria III (BD Biosciences, Franklin Lakes, NJ, United States). CD31-, CD45-, O1-, and O4 negative live cells were designated as NSCs if double positive for GLAST and Nestin-GFP or intermediate progenitor cells (IPCs) if GFP positive and GLAST negative (Mignone et al., 2004; Llorens-Bobadilla et al., 2015). Three technical replicates of 300 cells each were sorted from each individual mouse into 1.5 mL microcentrifuge tubes containing cell lysis buffer from the Clontech SMART-Seq HT (Takara, Kusatsu, Shiga, Japan) kit for direct cDNA synthesis and RNAseq library generation.

### Cell Culture

Neural stem cells were isolated from adult DGs of C57Bl6/J mice as described in Babu et al. (2011). Two separate lines, one from 4 pooled C57Bl6/J male mice and one from 4 pooled C57Bl6/J female mice, were used in experiments between passage 5 and 15. NSCs were cultured on poly-D-lysine (Sigma, St. Louis, MO, United States) and laminin (Invitrogen, Waltham, MA, United States) coated plates in Neurobasal A media (Invitrogen, Waltham, MA, United States) with 1× B27 supplement without vitamin A (Gibco, Waltham, MA, United States), 1× glutamax (Invitrogen, Waltham, MA, United States) and 20 ng/ml each of EGF and FGF2 (Peprotech, East Windsor, NJ, United States). There were no inherent differences in morphology or proliferation between NSC cultures and both lines differentiated into neurons and glia upon culture in differentiation conditions, as we previously showed (Denninger et al., 2020). All cultures were verified to be mycoplasma-free. For oxidative stress experiments, NSCs (*n* = 3 biological replicates) were treated at 70% confluency with 500 μM H_2_O_2_ (Sigma, St. Louis, MO, United States) or equal volume of vehicle (PBS) for 24 h. All cells were harvested with brief accutase treatment and one wash with HBSS for RNA isolation or scRNAseq on the 10× Chromium platform.

### RNAseq of Cultured Cells and Whole Dentate Gyrus

RNA from 30,000 cultured adult NSCs or whole DGs were isolated with the Clontech Nucleospin RNA XS Plus isolation kit (Takara 740990.10) per manufacturer protocol. RNA quality (RNA Integrity Number or RIN) and quantity was assessed using Agilent BioAnalyzer RNA 6000 Pico Kit and the Invitrogen Qubit RNA HS Assay kit (Invitrogen, Waltham, MA, United States), respectively. All cultured samples used a RIN value of 10 while whole DG samples had RIN values over 8. RNA from cultured NSCs was serially diluted to 10−, 100−, and 1,000-pg for RNA input quantity studies. Whole DG libraries for bulk RNAseq were generated with the NEBNext Ultra II Directional RNA Library prep kit (New England Biolabs, Ipswitch, MA, United States). The Clontech SMART-Seq HT (Takara) kit was used for global preamplification of cultured NSCs and 20% (∼60 cell input) of the 300 FACS-isolated NSC cell lysate for low input RNAseq. Library generation followed the manufacturer manual except the reagents were miniaturized to 1/5th of the protocol volume for 300 cell samples. The quality and the quantity of purified cDNAs was assessed prior to sequencing library generation and sequencing using the Nextera XT Kit and Nextera XT Index Kit v2 Set A (Illumina, San Diego, CA, United States) following manufacturer instructions except for the miniaturization of reagent volume to a quarter of listed volume. Purified library products were then used in HiSeq 4000 paired-end sequencing (Illumina, San Diego, CA, United States) to a depth of 15–20 million 2 × 150 bp clusters. FASTQ files generated for each library were trimmed using AdapterRemoval v2.2.0 (Schubert et al., 2016), ensuring that all sequencing adapters were removed and that the average quality score for each read was above Q20 (representing 1 in 100 Illumina base error rate). Reads which were aligned by HISAT2 v2.0.6 (Kim et al., 2015) against rRNA, mtDNA, or PhiX bacteriophage (Illumina spike-in control) sequences, retrieved from NCBI RefSeq (O’Leary et al., 2016), were removed from each FASTQ file, as these do not represent gene expression signal. All remaining reads were aligned against the reference mouse genome GRCm38p4 with HISAT2. The resulting BAM alignment files were sorted and indexed before further analysis.

Alignments were quantified using the featureCounts utility from the Subread package v1.5.1 (Liao et al., 2013, 2014) in unstranded mode using GENCODE (Harrow et al., 2006, 2012) mouse gene reference version M14 in GTF format. Custom Python scripts were used to produce a formatted gene expression counts table from the raw output of featureCounts. RNAseq Quality metrics were derived using a modification of the QuaCRS quality control workflow (Kroll et al., 2014) which includes running RNA-SeQC v1.1.8.1 (DeLuca et al., 2012), FASTQC v0.11.5, and RSeQC v2.6.2 (Wang et al., 2012). Finally, coverage maps of each BAM file were derived using the Bedtools ‘genomecov’ utility v2.27.0 (Quinlan and Hall, 2010).

RNAseq coverage maps were processed with the CLEAR v1.0 (Walker et al., 2020) workflow to determine which genes were reliably quantified. In brief, for each transcript in the UCSC GRCm38 release (Kuhn et al., 2013), a parameter (μ*_*i*_*) is calculated, which represents the positional mean of the reads covering the transcript, normalized to the length of each sequence. Sequential bins of 250 μ*_*i*_* values each, ordered by descending expression, are fit to a sum of two beta distributions (Gupta and Nadarajah, 2004) for the determination of two free parameters, which are thresholded to determine genes which “pass” CLEAR. Unless otherwise noted, only genes passing CLEAR in all samples are used for downstream analysis. DEGs were derived from these CLEAR-filtered RNAseq expression counts tables following the DESeq2 v1.20.0 protocol (Love et al., 2014) implemented in R v3.5.0. DEGs are reported with adjusted p-values in our (Supplementary Tables 2–4) based on an FDR *q*-value of <0.05. DEGs were processed with the pcaExplorer v2.6.0 (Marini and Binder, 2019) visualization package to produce principal component analysis (PCA) projections using the default settings on r-log transformed counts. For phenotypic marker comparisons of NSCs and IPCs, raw count data were downloaded from GSE95753 associated with Hochgerner et al. (2018). Transcript counts were used for RGLs, nIPCs and NBs from mice P120 and P132 days of age. Counts were averaged within the three separable replicates in that dataset to give an average count per cell for each replicate.

### 10× Chromium scRNAseq

30,000 NSCs were pooled from triplicate H_2_O_2–_ or vehicle-treated cultures (10,000 cells/replicate). Of those, ∼20,000 cells per treatment were loaded onto the 10× Genomics single cell sequencing platform using the standard kit. The 3′ RNA-seq library was sequenced using paired-end 150 bp approach on an Illumina HiSeq 4000 sequencer. Data from vehicle-treated cells was previously published in Denninger et al. (2020) and similar analysis was performed here, but on the combined data, including both vehicle-treated and H_2_O_2_-treated cells. CellRanger v3.0.2 (Zheng et al., 2017) was used to demultiplex, align, and deduplicate sequencing reads in BCL files. Single-cell data in feature-barcode matrices were then processed using Seurat v3.0.1’s default pipeline (Butler et al., 2018; Stuart et al., 2019) to identify unsupervised cell clusters and generate a uniform manifold approximation and projection (UMAP) plot. In brief, cells were filtered to exclude multiplets and damaged cells by excluding cells with unique feature count >2,500 or <1,000. From ∼41,805 cells loaded, 26,916 were recovered, yielding a net capture rate of 64.3% and an estimated multiplet rate of 10.4%, both of which are within manufacturer expectations. Data were then log normalized with default scale factor of 10,000. The Seurat FindVariableFeatures function was then applied, followed by linear transformation (ScaleData function). PCA was run on the scaled data, followed by FindNeighbors and FindClusters. UMAPs were then created using the RunUMAP function. DEGs defining clusters (regardless of treatment) and defining treatments (regardless of cluster) were generated using the FindAllMarkers function, which uses a default of Wilcoxon rank sum test, unless otherwise noted. Adjusted *P*-values are Bonferroni-corrected using all features in the dataset. For data analysis where cell cycle effects were reduced, cell cycle scores were generated using the CellCycleScoring function of Seurat and then data were scaled with either standard CellCycleScore or the difference between S and G2M CellCycleScore defined as a variable to regress out. *p*_adj_ < 0.05 was considered significant in all cases.

### Quantitative Real Time PCR

Cultured NSCs were lysed in culture plates and RNA was isolated with the Bio-Rad Aurum*™* Total RNA Mini Kit according to the manufacturer protocol. Isolated RNA was quantified and assessed for quality using the BioTek Epoch Microplate Spectrophotometer. cDNA was synthesized with the Bio-Rad iScript*™* cDNA Synthesis Kit in the Thermo Fisher Applied Biosystems 2720 Thermal Cycler according to manufacturer protocol. Quantitative real time PCR (qRT-PCR) was performed in the Bio-Rad CFX96 Touch Real-Time PCR Detection System with Bio-Rad SsoAdvanced Universal SYBR Green Supermix and primers listed in Supplementary Table 5. ΔΔ*C*t values generated with normalization to housekeeping gene Rpl7 then converted to fold change (relative to vehicle).

### Lateral Fluid Percussion Injury

All surgical procedures were performed as previously described (Tapp et al., 2020). Briefly, 6–9-week-old mice were anesthetized with 4% isoflurane gas in an induction chamber for 4 min. Mice were then positioned in a stereotaxic frame before making a sagittal incision to expose the cranium. Midway between bregma and lambda on the right parietal bone, a 3.0-mm craniectomy was trephined, leaving the intact dura mater exposed. A modified portion of a Leur-Loc syringe (3.0-mm inside diameter) was secured over the craniectomy site with cyanoacrylate adhesive. Mice were placed in their home cages on a heating pad to recover. Once mice resumed normal activity, mice were returned to the vivarium for 24 h. The next day, mice were anesthetized with 4% isoflurane in an induction chamber for 4 min. Using the modified Leur-Loc syringe, mice were connected to the fluid percussion injury device (Custom Design & Fabrication, Standston, VA, United States). For mice designated to the TBI group, a prepositioned pendulum was released onto the end of the LFPI device to deliver a fluid pulse onto the exposed dura mater, inducing a moderate LFPI. Sham mice were attached to the LFPI device but did not receive a fluid pulse. The modified syringe and adhesive were removed following LFPI or sham treatment. The incision was stapled closed. All animals were placed on a heating pad and injury severity was assessed with the self-righting reflex test. After the subjects demonstrated the righting reflex, they were returned to their home cages on a heating pad. Four hours after injury, mice were perfused for either histology (*n* = 5 biological replicates per group), RNA isolation (*n* = 3 biological replicates per group), or FACS (*n* = 3 biological replicates per group).

### Histology (IF and RNAscope)

For identification of *in vivo* cell types, brains from Nestin-GFP mice were harvested and fixed overnight at 4°C in 4% PFA before overnight equilibration in 30% sucrose. Serial 40 μm sections were rinsed in PBS before blocking with 1% normal donkey serum (Jackson) and 0.3% Triton X-100 in PBS for 30 min at room temperature. Sections were incubated with primary antibodies (Supplementary Table 5) overnight at 4°C in blocking solution on an orbital shaker. The next day, sections were washed with PBS and incubated with fluorescently conjugated secondary antibodies diluted in blocking solution (Supplementary Table 5) for 2 h at room temperature and counterstained with Hoechst 33342 (1:2000) for nuclear visualization. Sections were then washed and mounted onto slides before coverslipping with ProLong Gold anti-fade solution (Molecular Probes). Slides were imaged in 1-μm *z*-stacks on an LSM700 confocal microscope (Zeiss) with a 40× oil objective.

For RNAscope, 4 h after LFPI or sham injury, brains from Wt C57Bl/6J mice (*n* = 5 per group) were harvested and fixed overnight at 4°C in 4% PFA before serial overnight equilibration in 10, 20, and 30% sucrose. Fixed equilibrated tissue was snap frozen in OCT in a dry ice/100% ethanol bath and stored at −70°C. 12 μm cryosections, 1 section per slide, were prepared with a cryostat. Slides were stored at −70°C with desiccant until staining. RNA *in situ* hybridization was performed with RNAscope Multiplex Fluorescent v2 Assay (Advanced Cell Diagnostics, Newark, CA, United States) according to manufacturer recommendations for using fixed frozen tissue samples with the following modifications to enable concurrent immunohistochemical staining. The pretreatment steps were replaced with a 15 min modified citrate buffer (Dako) antigen retrieval step in a steamer at 95°C. To enable subsequent immunohistochemical staining, the protease III step was excluded. Probes for mouse *Slc5a3* (ACD custom design NPR-0006102), mouse *Serpina3n* (ACD 430191), and mouse *Timp1* (ACD 316841) RNA were hybridized to tissue prior to immunohistochemical staining for GFAP and SOX2 protein. Immunostaining for GFAP and SOX2 was conducted as described above with the following exceptions. Blocking was performed with 10% normal donkey serum in TBS-1% BSA. Antibody incubations were performed in TBS-1% BSA. All washes were performed with TBST. DAPI provided by the RNAscope Multiplex Fluorescent kit was used for nuclear counterstaining. Images were acquired with a Zeiss Axio Observer Z1 microscope with Apotome for optical sectioning using a 20× air objective. Full *z*-stacks were acquired for analysis. NSCs were identified based on SOX2 positivity and GFAP+ apical processes extending from the nucleus in 1 μm *z*-stack images from *n* = 5 mice. IPCs were similarly identified based on SOX2 positivity but without GFAP+ apical processes. Ten cells for each cell type were randomly selected from the subgranular zones of the DGs of 5 mice per treatment group for a total of 50 cells per group for each gene. mRNA puncta for each of the 3 genes were counted manually throughout the depth of each cell nucleus and length of cell processes.

### Statistics

Statistics were performed as described in each figure legend. χ^2^ contingency test was used to compare reproducibility of DEGs identified in cultured NSCs after oxidative stress by scRNAseq and 1 ng RNAseq. For the qRT-PCR confirmation of top DEGs by platform, a Mann–Whitney test was performed to identify individual genes with significant upregulation. Mann–Whitney tests were also used to compare the rank of DEG and non-DEG genes in cultured NSCs and *in vivo* NSCs/IPCs. To compare coefficient of variation between samples with or without CLEAR filtering, a one-way ANOVA with the Kruskal–Wallis test followed by Dunn’s multiple comparisons or unpaired *t*-tests were applied. NSC and IPC mRNA expression per cell using each cell as a replicate (*n* = 50 per treatment group) of *Slc5a3*, *Serpina3n*, and *Timp1* were compared using Mann–Whitney tests. mRNA expression per cell was also averaged for each mouse to compare gene expression differences with a biological replicate of *n* = 5 using unpaired *t*-tests. χ^2^ contingency, Mann–Whitney, unpaired *t*-test, Dunn’s multiple comparison, and ANOVA with the Kruskal–Wallis tests were performed using Prism (v9.0; GraphPad Software, LaJolla, CA, United States) and *p* < 0.05 was considered significant.

## Results

### Differentially Expressed Genes Identified by 10× Chromium scRNAseq Versus Bulk Population Level RNAseq Are Different but Accurate

To compare detection of differential gene expression by scRNAseq and bulk RNAseq of cultured cells, we used an *in vitro* model of oxidative stress with adult mouse DG-derived NSCs. We treated cultured NSCs derived from male and female adult mouse DGs with H_2_O_2_ to induce oxidative stress or with vehicle and then harvested cell pellets from three biological replicates (one male and two female) per treatment. Harvested cells were then subdivided into two processing streams: RNA extraction for bulk RNAseq or direct RNAseq of individual cells (scRNAseq) on the 10× Chromium platform (Figure 1).

**FIGURE 1:**
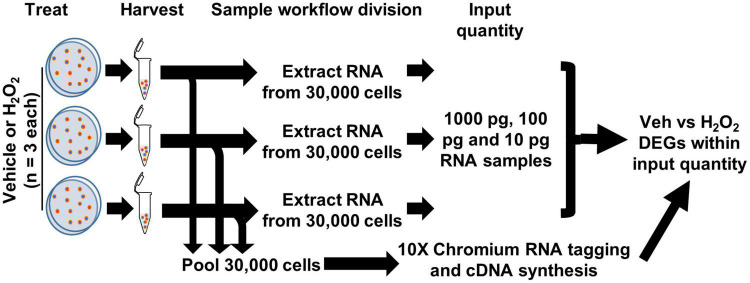
Workflow for cultured NSCs in scRNAseq and bulk RNAseq. NSCs were treated with H_2_O_2_ or vehicle in triplicate. 10,000 cells from each biologic replicate were pooled for a total of 30,000 cells applied to the 10× Chromium scRNAseq platform and subsequent DEG analysis. RNA was extracted from 30,000 cells of each biologic replicate and 10, 100, and 1,000 pg (1 ng) were used in RNAseq with subsequent CLEAR filtering and DEG analysis.

For scRNAseq, a total of 26,916 cells were captured and sequenced. UMAP analysis of both H_2_O_2_-treated and control samples revealed 10 different subpopulations characterized by gene expression profiles linked to GO terms consistent with specific stages of the cell cycle, phases of quiescence, differentiation, or response to injury (Figures 2A,B and Supplementary Table 1). The majority of cells were in G_1_ (22%), G_2_/M (21%), or S (6.5%) phase of the cell cycle. 17.5% of cells were in one of two detected quiescent phases (G_0d_ and G_0r_). 16% of the cells appeared to be in an intermediate state that we characterize as transitioning to/from the cell cycle (T) and the remaining 17% of cells were differentiating (3%, D_1_ and D_2_) or responding to injury (14%, I and A). Cells from both treatment groups were present in all clusters (Figure 2A). However, vehicle treated cells were mostly concentrated in the cycling clusters while H_2_O_2_ treatment resulted in a notable shift away from cycling clusters to quiescent and apoptotic/injured clusters.

**FIGURE 2:**
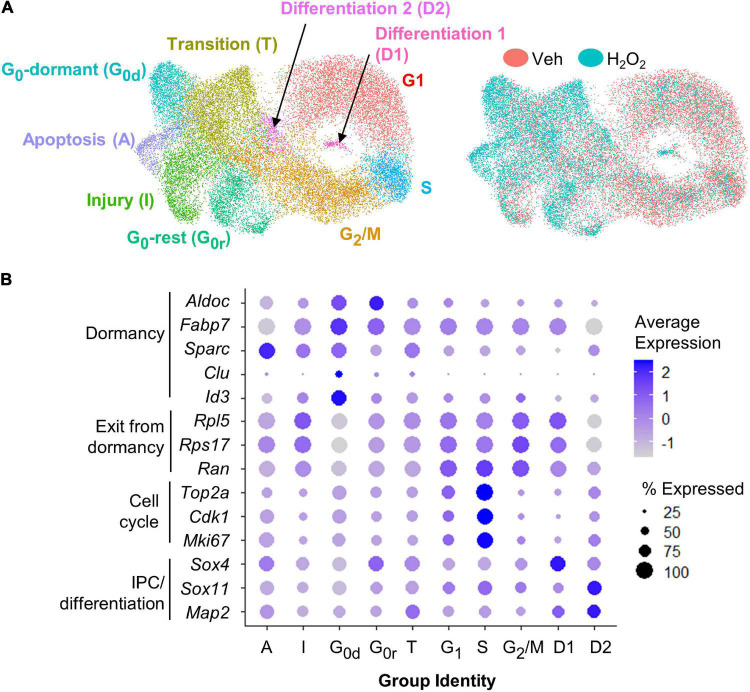
scRNAseq of cultured NSCs in an *in vitro* model of oxidative stress. **(A)** UMAP of vehicle and H_2_O_2_-treated cultured NSCs yielded 10 subpopulations defined by gene expression profiles consistent with GO terms associated with various stages of the cell cycle, levels of quiescence or response to injury (left). UMAP comparison of H_2_O_2_-treated versus vehicle-treated NSCs indicated a shift toward quiescence, apoptosis, senescence, and injury response following oxidative stress (right). **(B)** Dot plot visualization of average expression of and percent of cells expressing select genes known to be associated with quiescence versus activation further confirmed subpopulation identities.

To confirm the cluster identities of the dormant and cycling cells, we looked at expression of known markers of dormancy and progression through the cell cycle. The largest subpopulation, which we designated as G_1_ based on GO analysis, was characterized by moderate to high expression of genes involved in exit from dormancy, such as *Rpl5*, *Ran*, and *Rps17* (Harris et al., 2021), as well as moderate expression of cell cycle genes such as *Top2a*, *Cdk1*, and *Mki67* (Figures 2A,B) (Diril et al., 2012; Sun and Kaufman, 2018; Nielsen et al., 2020). The S phase population was characterized by a distinct upregulation of cell cycle gene expression (Figure 2B). The G_2_/M cluster showed continued high expression of exit from dormancy genes coupled with sharp downregulation of cell cycle genes relative to G_1_ and S (Figures 2A,B). Two clusters of G_0_-like cells were found, both of which showed upregulation of genes linked with GO terms such as ion homeostasis and metabolic processes. The two clusters differed most notably in expression of genes associated with transition to/from deeper quiescence. Specifically, G_0_-dormant was characterized by high expression of quiescence-associated genes *Fabp7*, *Aldoc*, *Sparc*, *Clu*, and *Id3* (Artegiani et al., 2017; Dulken et al., 2017; Urbán et al., 2019; Borrett et al., 2020), coupled with low expression of exit from dormancy-associated genes *Rpl5*, *Rps17*, and *Ran* (Figures 2A,B) (Harris et al., 2021). G_0_-rest, in contrast, showed an upregulation of exit from dormancy genes and slight suppression of quiescence genes (Figures 2A,B). The transition group (T) was intermediate in expression of markers of dormancy and cell cycle, supporting its assignment as a transitional state between quiescent G_0_ states and the cell cycle (Figures 2A,B). The two clusters of differentiating cells (D_1_ and D_2_) showed upregulation of genes associated with progenitor cell differentiation (*Sox4*, *Sox11*, and *Map2*) (Figures 2A,B) (Shin et al., 2015; Artegiani et al., 2017; Hochgerner et al., 2018). Last, both injured and apoptotic clusters showed expression of genes associated with cell injury and death processes such as *Srxn1* and *Phlda3* respectively (Supplementary Table 1) (Kawase et al., 2009; Bell et al., 2015). Representative feature plots of two genes significantly upregulated in each cluster are presented in Supplementary Figures 1C–L. Two different methods of cell cycle regression analysis was also performed to remove potential bias from cell cycle-related genes on cell clustering (Supplementary Figures 1A,B). These analyses both yielded similar subpopulations that were still predominantly defined by cell cycle state.

We next identified DEGs between H_2_O_2_ and vehicle treated cells using both the 10× scRNAseq data and RNAseq from pooled cells using 1 ng total input RNA, an amount which yields sequencing data in the bulk RNA sequencing range (Walker et al., 2020). For scRNAseq, all clusters were combined within treatment for DEG analysis using the standard Wilcoxon test. 299 DEGs were identified between H_2_O_2_ and vehicle treated NSCs using scRNAseq (Supplementary Figures 2A,B and Supplementary Table 2). 1 ng RNAseq data was pre-processed using the coverage-based limiting-cell experiment analysis (CLEAR) pipeline to eliminated unreliable, lowly expressed transcripts (Walker et al., 2020) then DEGs were identified using DESeq2. The 1ng RNAseq comparison yielded 790 DEGs between H_2_O_2_ and vehicle treated NSCs (Supplementary Figures 2A,B, and Supplementary Table 2). Comparison with the DEGs identified between sequencing methods revealed only 93 genes that were common to both platforms (Figure 3A). Not surprisingly, most of the non-overlapping genes (697) were unique to the higher RNA input platform of 1 ng RNA, implying an expected greater sensitivity for DEG detection with greater RNA input. More unexpectedly, though, scRNAseq identified 206 unique DEGs compared to the 1 ng input RNAseq. This low overlap between sequencing approaches from the same source NSCs implied either that one method was calling numerous false DEGs or that the two platforms had strongly different biases in what DEGs they can detect.

**FIGURE 3:**
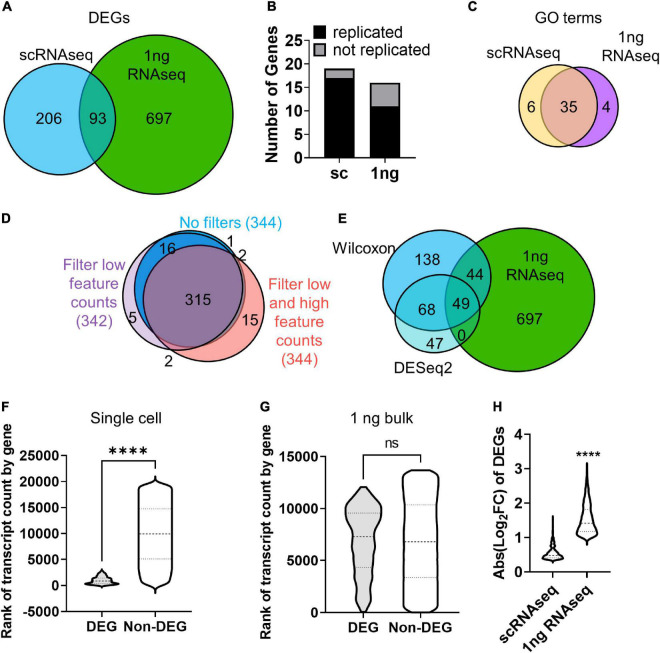
RNA input leads to bias in DEG discovery. **(A)** Venn diagram of DEGs identified by scRNAseq and 1 ng RNAseq with CLEAR filtering after H_2_O_2_ vs. vehicle treatment. **(B)** qRT-PCR analysis corroborated the majority of DEGs identified by scRNAseq and 1 ng RNAseq in cultured NSCs following H_2_O_2_-induced oxidative stress. *X*^2^ contingency test (df = 1) = 2.331, *p* = 0.127. **(C)** Venn diagram of GO terms associated with DEGs identifies by scRNAseq and 1 ng RNAseq. **(D)** Venn diagram of DEGs identified by scRNAseq with no filtering, filtering for low feature counts, and filtering for both low and high feature counts (i.e., the default for Seurat analysis). **(E)** Venn diagram of DEGs identified by scRNAseq using the Wilcoxon test or DESeq2 compared with DEGs identified by 1 ng RNAseq. **(F,G)** DEGs were ranked by average transcript count level relative to all detected gene counts. **(F)** Violin plot of genes ranked by transcript count level in scRNAseq dataset. DEGs ranked significantly higher in transcript count compared to non-DEGs. ****p < 0.0001 unpaired *t*-test. **(G)** Violin plot of genes ranked by transcript count level in 1 ng RNAseq dataset. There was no significant difference in rank of transcript count between DEGs and non-DEGs. **(H)** Comparison of fold changes in average transcript count between treatment groups for DEGs from sc- and 1 ng- RNAseq indicated that DEGs identified by 1 ng RNAseq showed significantly larger fold change in gene expression than DEGs identified by scRNAseq.

To determine how accurate and replicable the DEGs from 10× scRNAseq and 1 ng RNAseq were, we repeated H_2_O_2_/vehicle treatment of cultured NSCs in two more independent replications and analyzed gene expression of the top upregulated DEGs identified by scRNAseq and 1 ng RNAseq using quantitative real time PCR (qRT-PCR). Of the top 20 DEGs, we achieved effective primers for 19 of the scRNAseq DEGs and 16 of the 1 ng RNAseq DEGs. The majority of genes identified by both scRNAseq and 1 ng RNAseq were confirmed to be upregulated with qRT-PCR and there was no significant difference between methods in the number of genes replicated (Figure 3B and Supplementary Figure 2C). To further understand what distinguished DEGs called by scRNAseq versus 1 ng RNASeq, we compared overlap of GO terms for upregulated genes in each platform. GO terms showed a high degree of overlap (35 out of 45 distinct categories) in the biological processes represented by the genes identified with both scRNAseq and 1 ng RNAseq (Figure 3C and Supplementary Table 2). This overlap in biological processes being triggered by oxidative stress, coupled with the high replicability of individual DEGs, implies that both platforms likely generated accurate DEGs that reflect true changes in cell activity. However, the low degree of overlap in the individual DEGs identified by the 2 platforms indicates that some form of bias affected the type of genes identified by each platform.

One recent study similarly found divergence in DEG detection between single cell and bulk approaches but concluded that this represented error on the part of the single cell data (Squair et al., 2021). A core piece of evidence leading to this conclusion was a high rate of false positive DEGs generated from single cell data when treatment versus control conditions were assigned randomly. This finding is in stark contrast to the findings of Soneson and Robinson (2018), which showed that with the Wilcoxon test now used in Seurat analysis, false positives are not above expected levels (Soneson and Robinson, 2018). To further probe our own single cell data for propensity toward false positive signal, we randomly assigned cells to two groups and performed DEG analysis as done for the actual treated experimental design. With standard limits, no genes met the log fold change threshold (log_2_FC range: 0.044 to −0.052) therefore no DEGs were detected. Our findings therefore align more so with Soneson and Robinson (2018) and do not suggest excessive false positives from single cell data.

### RNA Input Amount Drives Bias in Differentially Expressed Genes Discovery

The first possibility we considered for the difference in DEG identification between sequencing platforms was that it was an artifact of the different data analysis and statistical techniques used to identify DEGs in 10× scRNAseq versus 1 ng RNAseq data. scRNAseq analysis involves several layers of filtering to compensate for technical limitations of low capture efficiency, high dropouts, and doublets. Two commonly used quality controls (QCs) set minimum and maximum thresholds for Unique Molecular Identifiers (UMIs) and feature counts to filter out damaged cells or doublets (Stuart et al., 2019). However, such filtering relies on predetermined values and could overzealously filter out valid cells on the ends of the spectrum of true cellular differences in RNA content and complexity. To determine if QC limits altered DEG discovery, DEG analysis was performed on scRNAseq data with and without filtering for low (1,000 counts/cell) and high (2,500 counts/cell) feature counts (Figure 3D). Removing both high and low feature counts resulted in a total of 344 DEGs with 92% overlap compared to fully filtered data (Figure 3D). Filtering out only cells with low feature counts yielded 342 DEGs with almost 93% of those genes also identified when all QCs are employed (Figure 3D). This comparison revealed high overlap in the DEGs identified with and without the various filters, indicating that QC filtering of scRNAseq data was not introducing the divergence in DEG discovery between sequencing approaches.

We next considered whether the different statistical tests used in scRNAseq and 1 ng RNAseq might have contributed to differential DEG identification. For 10× scRNAseq data, we used the default in Seurat pipeline implementation of the Wilcoxon test. Bulk RNAseq, in contrast, is typically (and was in our case) analyzed using DESeq2. To determine if the choice of statistical test affected the DEGs identified, we compared DEGs called by DESeq2 in both scRNAseq and 1ng RNAseq. DEG discovery using DESeq2 of scRNAseq data resulted in far fewer genes (a little over half the number identified using the Wilcoxon test), but 71% of those genes were common to both statistical methods (Figure 3E). DESeq2 has been noted to be more restrictive (Mou et al., 2020) so the fewer DEGs from that analysis is not surprising. While the two different methods of statistical analysis of scRNAseq data yielded highly overlapping sets of genes, they both only marginally overlapped (about 30%) with DEGs identified with DESeq2 in the 1 ng bulk RNAseq dataset (Figure 3E). This comparison suggests that use of Wilcoxon versus DESeq tests is not likely the source of DEG discordance between scRNAseq and 1 ng RNAseq approaches. Rather, these data suggest that there is something inherently different in the data generated with scRNAseq versus 1 ng RNAseq that is leading to different biases in DEG discovery with each approach.

To further explore the differences in DEGs identified in 10× scRNASeq versus 1 ng RNAseq, we next looked at the relative transcript count level of DEGs. Gene expression level within a cell impacts the likelihood of transcript capture and is known to significantly influence DEG analysis in single cell studies (Mou et al., 2020). Indeed, the low RNA input of scRNAseq is expected to result in high drop out and a consequent overall reduction of detected genes and therefore DEGs. The identification of DEGs in scRNAseq that were not identified *via* 1 ng RNAseq in our data, however, is more unexpected. To determine if gene expression level led to the discordance in DEG discovery here, the averaged transcript counts per cell of DEGs and non-DEGs identified in scRNAseq and 1ng RNAseq were compared (Figures 3F,G). First, genes that were not expressed in any cells were excluded to limit bias from zero inflation, especially in scRNAseq. DEGs identified by scRNAseq derived from genes with distinctly high transcript counts and spanned a much narrower range of transcript count ranks than non-DEGs (Figure 3F). Meanwhile, a similar comparison of DEGs and non-DEGs from the 1ng RNAseq dataset revealed no significant difference in rank of transcript counts (Figure 3G). It is important to note that these comparisons were made after eliminating genes with no counts, showing that a strong bias for high count genes persists in scRNAseq data even when undetected genes are excluded.

We next analyzed the relative fold change in counts of DEGs identified by 10× scRNAseq and 1 ng RNAseq. We found that scRNAseq yielded DEGs with lower fold changes than 1 ng RNAseq did. scRNAseq dataset DEGs showed an average fold change less than 2 (Figure 3H). Our 1 ng RNAseq data, in contrast, had a threefold change on average. This is, of course, partly driven by the different default thresholds for Log_2_FC in these two analysis streams, with DESeq2 using a minimum of 1 and Wilcoxon using 0.36. However, if the scRNAseq data were restricted to a Log_2_FC cutoff of 1, it would only yield 8 DEGs, rather than 299. Volcano plots further emphasize the restricted nature of Log_2_FC in the 10× scRNAseq data compared to 1 ng bulk RNAseq (Supplementary Figure 3B). Combined with the above findings on relative count level of DEGs, these findings suggest that the divergence in DEG detection between our scRNAseq and 1 ng RNAseq data is driven by bias in scRNAseq data for detection of DEGs that derive from high count genes that show a more moderate fold change and in 1 ng RNAseq data for DEGs from more moderate count genes that show a higher fold change between groups.

### RNAseq Determination of Optimal RNA Input for Differentially Expressed Genes Discovery

The comparison of 10× scRNAseq and 1 ng RNAseq shows that while both methods accurately identify DEGs, RNA input biased the types of DEGs that were detected. In studies seeking to identify specific causative genes implicated in a manipulation (e.g., disease model, drug treatment, and altered gene expression), discovering genes that have high fold change and low expression level is particularly advantageous. Our data suggest that scRNAseq may be distinctly ill-suited for this purpose. For many applications, a bulk RNAseq approach may therefore be desirable. However, in the case of *in vivo* NSCs, the number of cells isolated from a single mouse is lower (100s–1,000s) than that which is typically necessary for bulk RNAseq (100,000s). We used our *in vitro* oxidative stress model to determine the consequences of reduced RNA input, like that which may be encountered in a limiting cell (lc) RNAseq analysis of *in vivo* NSCs, for DEG detection. From the same samples, we compared transcriptional profiles derived from 1 ng, 100 pg, and 10 pg of RNA input. Similar to our analysis of the 1ng samples above, 100 and 10 pg RNAseq data was pre-processed using the CLEAR pipeline to eliminate unreliable, lowly expressed transcripts (Walker et al., 2020). Principal component analysis (PCA) showed a clear separation between H_2_O_2_- and vehicle-treated NSCs on principal component (PC) 1 (Figure 4A). The clearest separation, however, was by RNA input level, along PC2 (Figure 4B).

**FIGURE 4:**
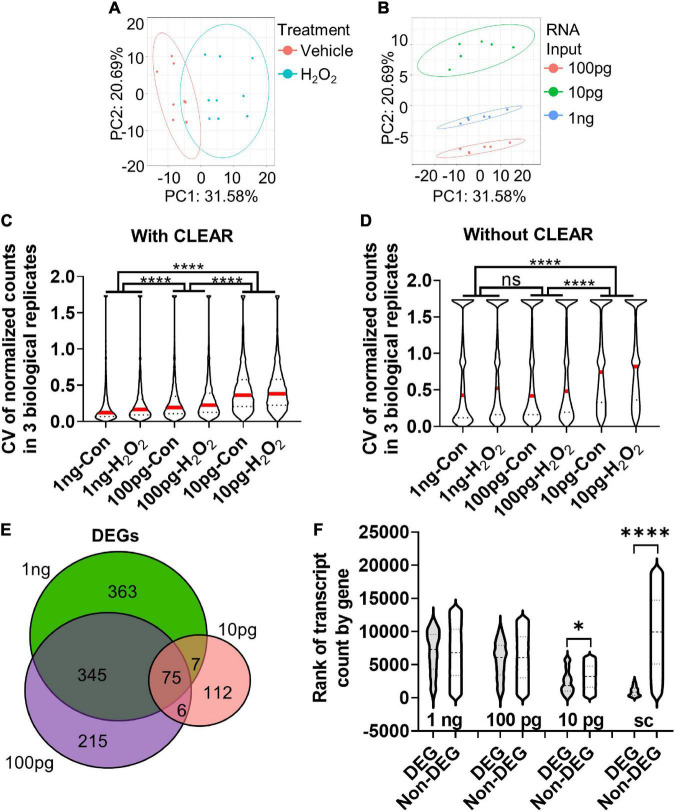
Determination of optimal input RNA amount with RNAseq and CLEAR that preserves unbiased DEG identification. **(A)** PCA of cultured NSCs shows that cells undergoing oxidative stress diverge from control cells along principal component (PC) 1. **(B)** PCA of sample based on RNA input amount leads to significant separation between samples along PC2. **(C)** CVs were inversely related to RNA input amount. The difference in median CV between all RNA input levels were statistically significant. Median (red line) and quartiles (dotted lines) are shown within violin plots of CV for all genes detected in all samples. **(D)** Analysis of the CV with vehicle and H_2_O_2_-treated samples of all genes detected in all three RNA inputs before CLEAR filtering shows substantially greater CVs at all RNA input levels, confirming the utility of CLEAR preprocessing. Median (red line) and quartiles (dotted line) are shown within violin plots of CV for all genes detected in all samples. **(E)** Venn diagram of DEGs identified in all three RNA input levels show good overlap between 1 ng and 100 pg but poor overlap with 10 pg. **(F)** Comparison of ranked transcript counts for DEGs and Non-DEGs identified at the three different RNA input levels show no significant difference in transcript count rank between DEGs and non-DEGs at the 1 ng and 100 pg RNA inputs. There are significant differences at the 10 pg and single cell level. *p < 0.5, ****p < 0.0001. One-Way ANOVA with Kruskal–Wallis test and Dunn’s multiple comparisons in **(C,D,F)**.

Comparison of the median coefficient of variation (CV) between biological replicates showed that CV increased significantly with decreasing RNA input (Figure 4C). However, the difference in median CV was much more moderate between 1 ng and 100 pg (∼46% increase from 1 ng to 100 pg) versus 1 ng and 10 pg (∼77% increase). These data indicate lower precision and reproducibility as RNA input is reduced, particularly when it drops below 100 pg (Figure 4C). Notably, CV was substantially larger in all conditions when data were analyzed without CLEAR pre-processing, emphasizing the utility of this step for extraction of reliable data in RNAseq analysis (Figure 4D). Comparison of DEGs identified in the CLEAR-processed 10 pg, 100 pg, and 1 ng RNAseq datasets revealed 41.5% of DEGs overlapped between the 100 pg and 1 ng datasets, while only 9.0% of the 10 pg and 1 ng DEGs overlapped. 100 pg and 10 pg shared only 10.6% of DEGs (Figure 4E). Analysis of gene transcript counts for DEGs versus non-DEGs at these RNA input levels revealed that the 100 pg RNA input DEGs had a median transcript count level comparable to that of non-DEGs and, more importantly, this level was similar to that of the 1 ng input (Figure 4F). On the other hand, the 10 pg RNA input dataset exhibited a significantly lower transcript count rank of DEGs, indicating that these DEGs consisted of genes that were more highly expressed (Figure 4F). Cumulatively, these data indicate that using 100 pg of input RNA preserves data quality and many DEG characteristics of sequencing at the 1 ng+ level without requiring its substantially higher number of cells. 10 pg of RNA, in contrast, shows greater variability across biological replicates and has less breadth in the count level of detected DEGs.

### Limiting Cell RNAseq Enables Differentially Expressed Genes Discovery From Fluorescence Activated Cell Sorting Isolated Neural Stem Cells and Intermediate Progenitor Cells From Individual Mouse Hippocampi

Standard bulk sequencing of adult hippocampal NSCs, a particularly sparse *in vivo* population, requires pooling of several mice to generate sufficient quantities of input RNA. Our findings suggest that when using CLEAR pre-processing, RNA input can be decreased substantially in a limiting cell RNAseq (lcRNAseq) approach and still yield reliable DEGs from a wide range of gene count levels. To test whether an RNAseq approach would be useful for transcriptional sequencing of *in vivo* NSCs, we used FACS to isolate NSCs and IPCs from 3 individual Nestin-GFP transgenic mice (Mignone et al., 2004) (Figure 5A). In these mice, NSCs and IPCs express GFP driven by regulatory elements of the Nestin gene. 

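NSCs and IPCs came from the DGs of the same 3 untreated mice, 6 to 9 weeks old. They were sorted by Nestin-GFP and by GLAST, the glutamate transporter that Slc1a3 encodes and that radial glia and astrocytes carry on their surface. Each mouse gave 3 technical replicates per population, each made from 300 cells and taken into cDNA at the equivalent of 60 cells. Whole DG libraries were made from 1 ng of RNA from each of 3 other mice. The sample labels describe those mice as Nestin-GFP, and the legend of Fig. 5E describes them as wild type. SMART-Seq HT cDNA and a Nextera XT kit were used for the sorted cells and a directional NEBNext kit for whole DG, so sorted cells and whole DG also differ in kit and input. The authors aligned the reads to the mouse genome, counted them per gene without regard to strand, and divided the counts of each library by its DESeq2 size factor. By the paper's account CLEAR, a filter for low-input libraries, then removed transcripts expressed below a level set from the data. That level is where the reads of most transcripts begin to lie mainly at their ends. Genes that passed in a library kept their value there. In the deposited values 7 libraries had been sequenced in more than 1 run, and their runs had already been combined.

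Reads in genes ranged from 9933254 to 18369483 per NSC library (median 11999775) and from 9980166 to 15443542 per IPC library (median 13512115). Whole DG libraries held 14492246 to 14837110 reads in genes (median 14767285). CLEAR left a value for a median of 10710 genes per NSC library, 10300 per IPC library and 19147 per whole DG library. The medians of genes with a value above 0 were 10018, 9709 and 17713. For each gene the technical replicates of a mouse were averaged, so that n = 3 mice per group, and log2(normalized count + 1) was compared with limma in two-sided tests. Genes needed a CLEAR value in every library of a comparison. Genes at 0 in all of those libraries were left out, a step added after the counts had been seen. A gene was past the threshold at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1 in either direction. Other genes named were tested in the unfiltered values, among genes with a mean of at least 10 normalized counts.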

Using immunofluorescence of fixed tissue sections of adult Nestin-GFP mice, we confirmed that GFAP+ SOX2+ radial glia like (RGL) NSCs and SOX2+ IPCs, but not DCX+ neuroblasts/immature neurons or NEUN+ mature neurons, expressed Nestin-GFP (Supplementary Figures 3A–D). We also confirmed Nestin-GFP expression in CD31+endothelia and OLIG2+oligodendroglial cells, as expected based on previous work (Supplementary Figures 3E,F) (Artegiani et al., 2017). To exclude the endothelia and oligodendroglial cells, we selected for cells immunonegative for CD31, O1, and O4. To specifically separate NSCs from IPCs, we used GLAST immunolabeling, which is a common marker for distinguishing NSCs (Llorens-Bobadilla et al., 2015). In this design, Nestin-GFP + GLAST+ cells represent NSCs and Nestin-GFP + GLAST− cells represent IPCs. To maximize RNA integrity, cells were sorted directly into lysis buffer and converted to cDNA libraries without an intervening RNA isolation step. Direct cDNA synthesis prevented measurement of RNA yield to compare with our *in vitro* studies, but we used the equivalent of a 60 cell RNA input amount (estimated to approximate 100–200 pg input) to generate three technical replicates for each biological (mouse) replicate with a 300 cell complexity level for RNAseq and CLEAR filtering (Figure 5A). For comparison, we also sequenced in parallel 1 ng of RNA isolated from whole DG of three separate mice.

**FIGURE 5:**
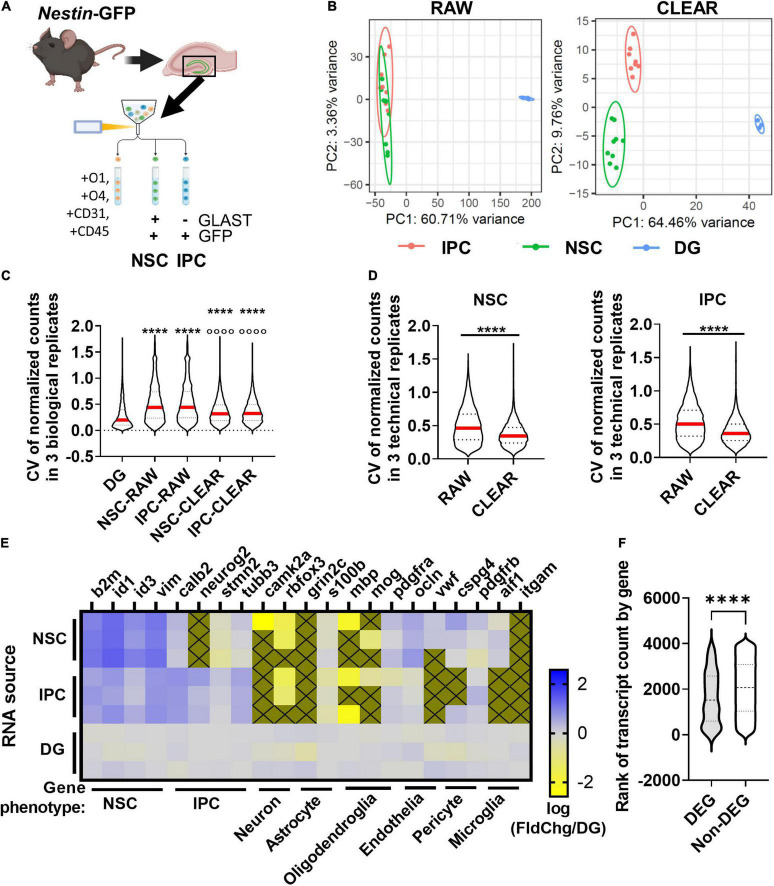
DEG identification *in vivo*. **(A)** Workflow for DEG identification from hippocampal NSCs and IPCs of individual adult mice. DGs from Nestin-GFP+ mice were isolated and homogenized into single cell suspensions enabling FACS isolation of NSCs and IPCs for lcRNAseq. **(B)** PCA of transcriptome using unfiltered RAW and CLEAR filtered data. CLEAR filtering improves separation and variance between NSC and IPC samples. **(C)** CV for NSC and IPC biological replicates before and after CLEAR filtering. Dunn’s multiples comparisons ****p < 0.0001 vs. DG *p* < 0.0001 vs. raw RGL and raw IPC. **(D)** CV for NSC and IPC technical replicates (3/mouse) before and after CLEAR filtering. Unpaired *t*-test ****p < 0.0001. **(E)** Heatmap shows expression of phenotypic genes in each of three biological replicates for NSCs, IPCs, and whole DG which was sequenced from three separate Wt mice in parallel. High expression of NSC phenotypic markers in NSCs and high expression of IPC phenotypic markers in IPCs confirmed cell type identities. Low expression of neuronal, astrocytic, oligodendroglial, endothelial, pericyte, and microglial phenotypic genes confirmed exclusion of other major DG cell types. Gold boxes with an X were not detected. **(F)** Comparison of ranked transcript counts for DEGs and Non-DEGs identified between NSCs and IPCs shows a significant but moderate shift in DEGs toward higher ranked genes. Mann–Whitney test ****p < 0.0001.

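The 9 NSC, 9 IPC and 3 whole DG libraries were placed by principal component analysis of the 500 most variable genes, on log2(normalized count + 1). The paper used r-log transformed counts instead, so the components here need not match those of its figure. In the unfiltered values PC1 held 46.0% of the variance and PC2 5.02%. Along PC2 the NSC and IPC means lay 2.26 within-population SDs apart, and 1 of the 9 NSC libraries fell inside the range of the IPC libraries. In the CLEAR-filtered values PC1 held 44.5%, PC2 9.92% and PC3 6.77%. NSCs and IPCs were 2.77 SDs apart on PC1, where 7 NSC libraries fell in the IPC range. They were 0.879 SDs apart on PC2, where all 9 did. In the plane of PC1 and PC2, a check chosen after the values were seen, a straight line parted all 9 NSC from all 9 IPC libraries in the CLEAR-filtered values, here and in every other setting. In the unfiltered values no line did, nor with all genes or a pseudocount of 10, but one did with 2000 genes, with NSCs and IPCs alone and without technical replicate 2 of IPC mouse 2. On PC3 of the CLEAR-filtered values the populations were 3.01 SDs apart and did not overlap. With all genes and with the 2000 most variable, NSCs and IPCs did not overlap on PC1 of the CLEAR-filtered values (4.55 and 4.37 SDs apart) and did on PC2, and in an analysis of NSCs and IPCs alone they overlapped on PC1 and not on PC2 (2.38 SDs apart). 1 IPC library, technical replicate 2 of mouse 2, had 6110 genes with a CLEAR value, against 10190 to 11178 in the other IPC libraries. Without it, a setting chosen after the values were seen, the CLEAR-filtered NSC and IPC libraries did not overlap on PC1 (5.17 SDs apart) or on PC2 (4.96 SDs apart). The unfiltered values did not overlap either without that library (4.53 SDs apart on PC2), with 2000 genes (4.82 on PC2), with all genes (4.15 on PC3) or with NSCs and IPCs alone (4.28 on PC1).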

PCA of NSCs, IPCs, and whole DG revealed that CLEAR pre-processing both decreased the percent variance within NSCs and IPCs compared to PCA performed on raw data, and also separated NSCs from IPCs into non-overlapping populations (Figure 5B). 

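In NSCs, IPCs and whole DG the CV of each gene was taken over the 3 mice of the group, as the SD divided by the mean of the normalized counts. Over genes above 0 in every library of the group, the median CV in the unfiltered values was 22.3% in NSCs (10807 genes), 24.9% in IPCs (9390 genes) and 19.6% in whole DG (20597 genes). The NSC value was 1.14 times and the IPC value 1.27 times that of whole DG. Each NSC and IPC value here rests on the mean of 3 technical replicates per mouse. With the first technical replicate of each mouse alone, the medians were 41.1% in NSCs and 41.4% in IPCs, 2.09 and 2.11 times that of whole DG. A CV over 3 values runs low: in simulated libraries with a true CV of 20%, the median over genes from 3 libraries was 16.4%. Genes are not replicates, so no test was made across them.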

Unfiltered (RAW) CVs for NSCs and IPCs across biological replicates were also more than double the whole DG CV (Figure 5C). 

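Over the genes with a CLEAR value in every library of the group, the median CV between mice was 18.6% in NSCs (6040 genes), 20.4% in IPCs (4423 genes) and 17.0% in whole DG (16249 genes). The median in NSCs was lower than in the unfiltered values by 16.8% of the unfiltered median, and in IPCs by 17.9%. CLEAR removes genes and leaves the values of the others as they were, so the same genes gave the same medians in the unfiltered values. With the first technical replicate of each mouse alone, the reductions were 21.1% in NSCs and 20.1% in IPCs.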

CLEAR filtering reduced CVs by over 25% for NSCs and IPCs. CLEAR filtering also reduced the CV between technical replicates within the NSCs (by 25%) and IPCs (by 28%) (Figure 5D). 

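Between the 3 technical replicates of a mouse, the median CV in NSCs was 41.2% ± 1.37 (SD, n = 3 mice) in the unfiltered values and 32.6% ± 1.05 over the genes with a CLEAR value in all 3 replicates. That is a reduction of 21.0%. In IPCs it was 46.4% ± 11.8 and 35.8% ± 6.61, a reduction of 22.9%. The larger SD in IPCs came with mouse 2, at 60.1% and 43.4%, where the other 2 mice stood at 39.2 to 40.0% and 31.5 to 32.5%. Without technical replicate 2 of that mouse, left out after the values were seen, the IPC medians were 37.9% and 30.3%. No test was made across genes.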

Because tissue processing and handling can introduce variability when assessing freshly isolated cells, it was not surprising that the technical and biological CVs of NSCs and IPCs here were slightly higher than that obtained with 100 pg RNA input *in vitro*. However, the significant improvement in CVs after CLEAR application confirm its utility in improving transcriptional data from limited starting material.

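Genes of newborn neurons and their progenitors were higher in both sorted populations than in whole DG. Sox11, a transcription factor of neuroblasts, had a log2 fold change of 4.15 in NSCs and 4.93 in IPCs, and Dcx, which encodes the microtubule protein doublecortin, 2.80 and 3.30. Of 11 tested genes of a list of intermediate progenitors and neuroblasts, 8 were higher and 2 lower in NSCs (8 and 2 when adjusted over the list alone). In IPCs 9 were higher and 0 lower (9 and 0 over the list alone). Against other genes, with an estimated correlation (camera), the list did not pass in NSCs or IPCs (adjusted p = 0.517 and 0.351). Slc1a3, the gene of the sort marker GLAST, was lower than in whole DG in NSCs (-1.50, adjusted p = 1.99e-04 from limma) and in IPCs (-1.48, adjusted p = 2.5e-04). Its normalized counts were 8368 ± 2883 (SD, n = 3 mice) in NSCs, 8249 ± 1628 in IPCs and 22687 ± 1018 in whole DG. Nes, whose regulatory elements drive the GFP, was tested in the unfiltered values. It was higher in NSCs than in whole DG (1.92, adjusted p = 0.0332), and its difference in IPCs did not pass (0.30, adjusted p = 0.723). Its counts were 278 ± 30.1 in NSCs, 96.8 ± 51.5 in IPCs and 91.1 ± 69.2 in whole DG.

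Most genes of blood vessels with a CLEAR value in every library were also higher in both populations. That rule tends to leave out genes low in sorted cells, here and in the progenitor list above. Vwf, Pdgfrb and Cspg4 lacked such a value, and in the unfiltered values none was past the threshold as higher in either population. Of 20 tested endothelial genes, 20 were higher in NSCs and 19 in IPCs (20 and 19 over the list alone), with median log2 fold changes of 4.53 and 2.82 and camera adjusted p = 0.321 and 0.351. They include Ly6c1, which lines brain capillaries and has a close paralog that may share its reads (6.85 and 5.29), and Pecam1, which encodes CD31 (4.76 and 2.80). Of 10 tested genes of pericytes and smooth muscle, 9 were higher in NSCs and 10 in IPCs (9 and 10 over the list alone), with medians of 5.35 and 6.52 and camera adjusted p = 0.321 and 0.194. Kcnj8, a potassium channel subunit of pericytes, had log2 fold changes of 5.41 and 7.14.

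In all, 1607 of 4055 genes were past the threshold between NSCs and whole DG (856 higher, 751 lower) and 1483 between IPCs and whole DG (868 higher, 615 lower). With every library rescaled to one total, the split was 1077 higher and 609 lower in NSCs and 1071 and 501 in IPCs. The larger side turned with DESeq2 on the recovered reads, at 722 higher and 840 lower in NSCs and 687 and 741 in IPCs. With edgeR it turned in NSCs (768 and 804) and did not in IPCs (729 and 707). In the unfiltered values, among genes with a mean of at least 10, the split was 2196 higher and 5059 lower in NSCs and 2004 and 5088 in IPCs. The median log2 fold change of all genes was 0.14 for NSCs and 0.18 for IPCs, and 0.34 and 0.37 after rescaling.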

FACS-isolated NSC and IPC population identities were confirmed with expression of characteristic cell type markers for NSCs and IPCs (Figure 5E) (Yuzwa et al., 2017; Hochgerner et al., 2018). 

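B2m, which encodes the light chain of MHC class I and lies on chromosome 2 of GRCm38 from 122147686 to 122153083, had 6437 ± 1554 (SD, n = 3 mice) normalized counts in NSCs, 2902 ± 988 in IPCs and 504 ± 103 in whole DG. Its log2 fold change over whole DG was 3.66 in NSCs and 2.49 in IPCs. Id1, an inhibitor of differentiation on chromosome 2 of GRCm38 from 152736251 to 152737410, stood at 4.43 and 3.18, with 1897 ± 455, 798 ± 192 and 91.2 ± 42.3 normalized counts in NSCs, IPCs and whole DG. Id3, a related inhibitor, stood at 2.88 and 1.57, and Vim, the intermediate filament of radial glia, at 3.93 and 2.77. All 4 genes were past the threshold over whole DG in both populations. Between NSCs and IPCs directly, Id1 (1.25, standard error 0.244, adjusted p = 0.0390 from limma) and Vim (1.16, standard error 0.182, adjusted p = 0.0177) were higher in NSCs. B2m (1.17, adjusted p = 0.0582) and Id3 (1.31, adjusted p = 0.0508) had the same direction and did not pass. With the mouse as a block, since each mouse gave both populations, B2m (adjusted p = 0.0153 from limma) and Id3 (adjusted p = 0.0101) passed. Adjusted over the list alone, 4 of the 4 passed, which is not independent evidence because the study chose the list. Against other genes the list had an adjusted p of 0.269 with an estimated correlation (camera). Endothelial genes moved the same way, with 20 of 20 positive in NSCs over IPCs (median 1.47), and technical replicate 2 of IPC mouse 2 was the highest IPC library over both lists. None of the 4 passed between NSCs and IPCs when any 1 of the 3 mice was left out, with genes at 0 in every library kept or without limma's trend. Of all genes tested, 0, 2 and 3 passed in these settings, so this does not single out the 4.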

Higher relative expression of quiescent radial glial-like cell (qRGL) markers β*2m*, *Id1*, *Id3*, and *Vim* by the NSC samples over the whole DG was observed compared to the relative expression by IPC samples, confirming accurate FACS isolation of NSCs (Figure 5E). Likewise, higher relative expression of IPC markers such as *Calb2, Neurog2, Stmn2*, and *Tubb3* in the IPC samples over the whole DG samples were observed compared to the NSC samples, confirming accurate FACS isolation of IPCs (Figure 5E). 

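Calb2 encodes the calcium-binding protein calretinin of immature granule neurons and lies on chromosome 8 of GRCm38 from 110137502 to 110168210. It had 4572 ± 1074 (SD, n = 3 mice) normalized counts in NSCs, 10289.6 ± 1368 in IPCs and 2224 ± 546 in whole DG, log2 fold changes over whole DG of 1.04 and 2.23 (both past the threshold). The call in NSCs was lost with DESeq2, with edgeR and without NSC mouse 1 or 2 or whole DG mouse 6. Stmn2, a microtubule regulator of growing neurites, was lower in NSCs than in whole DG (-1.08, adjusted p = 4.66e-04 from limma), and the difference in IPCs did not pass (0.029, adjusted p = 0.903). The call of Stmn2 in NSCs was lost with rescaled libraries and without NSC mouse 3. Tubb3, the neuronal beta-tubulin, was higher in IPCs than in whole DG (1.39) and not past the threshold in NSCs (0.21, adjusted p = 0.437). Between the populations, Calb2 (-1.19 in NSCs over IPCs, adjusted p = 0.0213) and Stmn2 (-1.11, adjusted p = 0.0365) were higher in IPCs, and Tubb3 did not pass (-1.18, adjusted p = 0.0508, 0.0275 with the mouse as a block). Adjusted over the list alone all 3 passed, which is not independent evidence because the study chose the list, and the list had an adjusted p of 0.269 with an estimated correlation (camera). None of the 3 passed over all genes when any 1 of the 3 mice was left out, with genes at 0 in every library kept or without limma's trend. Here too 0, 2 and 3 of all genes tested passed in these settings.

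Neurog2, a proneural transcription factor of early progenitors, lacked a CLEAR value in some libraries and was tested in the unfiltered values. Its mean was 159 ± 185 normalized counts in NSCs, 59.2 ± 30.6 in IPCs and 31.3 in whole DG. The log2 fold change of NSCs over IPCs was 0.90 (adjusted p = 0.741), and those over whole DG were 1.69 in NSCs and 0.80 in IPCs (adjusted p = 0.115 and 0.442). From the marker levels relative to whole DG, the paper concludes that NSCs and IPCs were isolated accurately. It also reports like enrichment of common markers in a published single-cell dataset, and the sort gated out cells with surface markers of other types.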

When compared to another published scRNAseq dataset including NSCs and IPCs (Hochgerner et al., 2018), we found similar enrichment for common NSC/IPC phenotypic markers in our isolated populations as generated by single cells that were assigned phenotype *post hoc* based on their individual transcriptomes (Supplementary Figures 4A,B). Exclusion of other cell populations was confirmed *via* expression of phenotypic genes for neurons, astrocytes, oligodendroglia, endothelia, pericytes, and microglia (Figure 5E). 

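Genes of mature neurons were far lower in the sorted cells than in whole DG. Camk2a, a kinase of excitatory synapses, had 88.2 normalized counts in NSCs and 42.7 in IPCs against 46886 in whole DG, log2 fold changes of -9.58 and -10.13. Rbfox3, which encodes NeuN, had -4.66 and -4.16. Of a list of 14 mature neuron genes, all were lower in NSCs and in IPCs, over all genes and over the list alone, with medians of -8.11 and -8.08. The list was also lower than other genes with an estimated correlation (camera, adjusted p = 0.0232 and 0.0266). The myelin genes Mbp (-7.56 in NSCs, -6.71 in IPCs) and Mog (-6.34 and -4.30) were lower in both.

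The markers of other cell types in Fig. 5E did not all go this way. Ocln, a tight junction protein of endothelium, had 2258 ± 496 (SD, n = 3 mice) normalized counts in NSCs, 822 ± 179 in IPCs and 676 ± 245 in whole DG. It was higher than whole DG in NSCs (1.78, adjusted p = 1.94e-04 from limma) and did not pass in IPCs (0.32, adjusted p = 0.331). Vwf, another endothelial gene, was lower in IPCs (-1.85, adjusted p = 0.0453) and not past the threshold in NSCs (0.30). Aif1, a gene of microglia, was lower in IPCs (-5.22), with 1.96 ± 1.26 normalized counts, and did not differ past the threshold in NSCs (0.23), with 125 ± 34.1 against 104 in whole DG. S100b and Grin2c of astrocytes and Pdgfra, Pdgfrb and Cspg4 of oligodendrocyte precursors and pericytes did not pass in either population. Pdgfra stood at 0.47 in NSCs and -0.04 in IPCs, and Pdgfrb at -0.38 and 0.62. Of the 12 markers tested, 4 were lower and 1 higher in NSCs (4 and 1 over the list alone), and 6 lower and 0 higher in IPCs (6 and 0). The study chose this list, so the counts over the list alone are not independent evidence, and its adjusted p with an estimated correlation (camera) was 0.711 in NSCs and 0.216 in IPCs. Except for Ocln and S100b, these values come from the unfiltered table. Itgam has more than 1 row in the files and was not tested.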

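Endothelial genes made up part of what was higher in NSCs than in IPCs. Microglia genes, tested in the unfiltered values, had the same direction, with none past the threshold over all genes. Cldn5, the main tight junction protein of brain capillaries, lies on chromosome 16 of GRCm38 from 18776847 to 18778262 and had 15270.4 ± 1613 (SD, n = 3 mice) normalized counts in NSCs and 5763 ± 2473 in IPCs (log2 fold change 1.48, standard error 0.261, adjusted p = 0.0252 from limma). Itm2a (1.59), Ly6a (1.55) and Ly6c1 (1.56) were higher as well. Pecam1 did not pass (1.95, adjusted p = 0.0559, 0.0239 with the mouse as a block), with 3209 ± 349.7 and 979 ± 735 normalized counts. Of 20 endothelial genes tested, 9 were higher in NSCs and 0 lower (18 higher when adjusted over the list alone, 16 with the mouse as a block). Genes of mural cells with a CLEAR value went the other way. Kcnj8, on chromosome 6 of GRCm38 from 142564837 to 142571614, had 2241 ± 513 in NSCs and 7348 ± 1006 in IPCs (log2 fold change -1.73, standard error 0.189, adjusted p = 0.00938). Vtn, which encodes vitronectin (-1.28), Art3 (-1.52), Atp13a5 (-1.54) and P2ry14 (-1.40) were also higher in IPCs. In total 6 of 10 genes of pericytes and smooth muscle were higher in IPCs (7 over the list alone). In the unfiltered values the 20 genes of that list went both ways, with 5 positive in NSCs over IPCs, and over the list alone 3 were higher and 8 lower. With an estimated correlation (camera) the adjusted p was 0.269 for the endothelial and 0.209 for the pericyte list. The smallest p values belonged to Ctsh, a lysosomal protease (1.99), and Cyyr1 (2.06), each with an adjusted p of 8.76e-04. Sp100, a protein of nuclear bodies, had the largest log2 fold change of the named genes past the threshold (2.32).

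Few genes of the stem cell and progenitor lists passed. Of 3 radial glia genes with a CLEAR value, none passed (median 0.48), and Slc1a3 stood at -0.017 (adjusted p = 0.984). Nes was tested in the unfiltered values and did not pass (1.63, adjusted p = 0.219). Of 5 astrocyte genes none passed, and of 5 cell cycle genes with a CLEAR value none passed (1 higher over the list alone, median 0.43). In the unfiltered values 18 of 20 cell cycle genes had positive log2 fold changes in NSCs over IPCs (median 1.55), with 11 higher over the list alone, 0 over all genes and a camera adjusted p of 0.211. Of 11 genes of progenitors and neuroblasts 2 were higher in IPCs (5 over the list alone, 5 with the block). Of 11 genes of MHC class I and the interferon response, 2 were higher in NSCs (6 over the list alone, 4 with the block), among them Bst2 (1.46) and H2-K1 (1.19), a member of a gene family whose reads may be shared. Camera gave an adjusted p of 0.282 for the progenitor and 0.282 for the MHC class I list.

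In all, 68 of 4023 genes were past the threshold, 51 higher and 17 lower in NSCs, and 751 had an unadjusted p under 0.05. The groups did not overlap in any of the 68, or in 24.4% of all genes, where chance gives 10%. With the mouse as a block 106 passed (73 higher, 33 lower). DESeq2 on the recovered reads called 170 and edgeR 109. Without any 1 of the 3 mice 0 passed, with genes at 0 in every library kept 2 passed, and without limma's trend 3, with neither Cldn5 nor Kcnj8 among them. Technical replicate 2 of IPC mouse 2 had a mean log2 level of 11.5 over the endothelial list, 8.80 to 9.89 in the other 8 IPC libraries, and 10.1 over the MHC class I list, 7.50 to 8.26 in the others. Without that library, a setting chosen after the values were seen, 201 genes passed (167 higher, 34 lower).

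**Figure D1:**
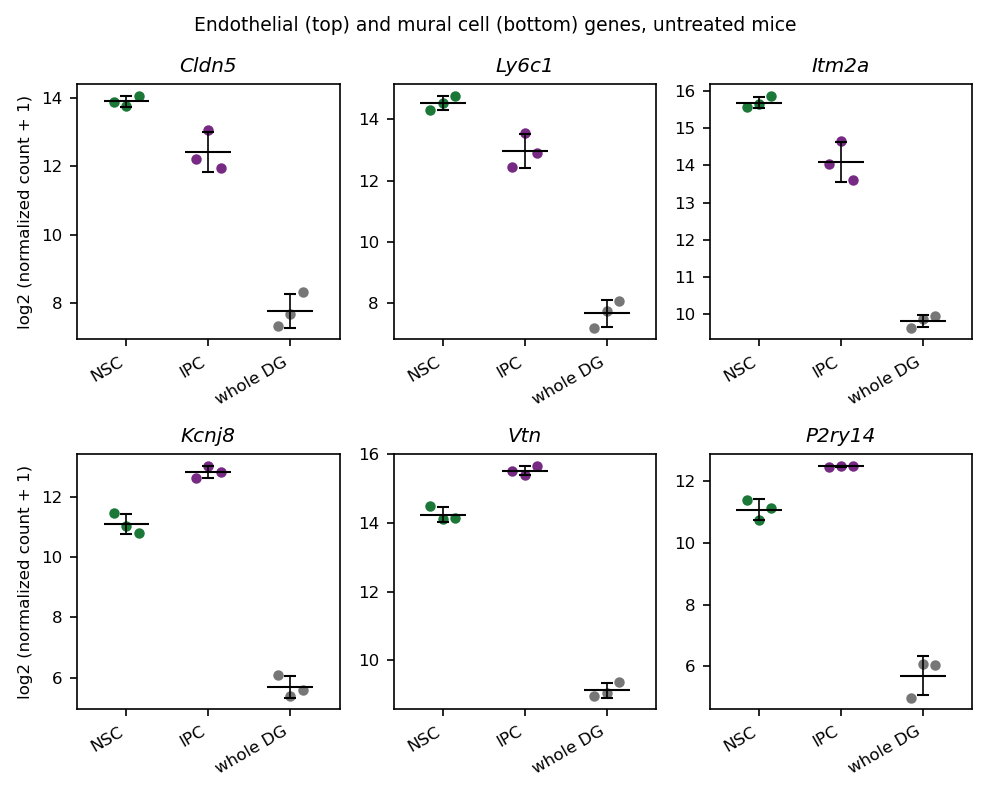
Normalized counts of 3 endothelial genes (Cldn5, Ly6c1, Itm2a) and 3 genes of mural cells (Kcnj8, Vtn, P2ry14) on a log2 scale in NSCs, IPCs and whole DG; each point is 1 mouse, the line the mean and the bar the SD of 3 mice. Cldn5 averages 15270.4 in NSCs and 5763 in IPCs, and Kcnj8 2241 and 7348, and both populations lie above whole DG (229 and 51.8).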

177 DEGs were identified between NSCs and IPCs acutely isolated from adult mouse DGs (Supplementary Table 3). 

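Cldn5, Vtn and the other 66 genes past the threshold between NSCs and IPCs were ranked among all 4023 tested genes by their mean normalized count over the NSC and IPC mice, with rank 1 the highest. Their mean rank was 1044, against 2029 for the other 3955 genes, and their median rank 893 against 2037. The mean ranks differed by 94.3% of the lower or 48.5% of the higher mean. A two-sided permutation test across genes gave p = 1e-05, the smallest that 100000 resamples can give, and genes are not independent replicates. The genes that the paper's Supplementary Table 3 lists as DEGs ranked 1637 on average in the same values, against 2029 for the rest (p = 2e-05).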

Violin plots showing transcript count rank for DEGs and detected non-DEGs show that average DEG rank was significantly higher in DEGs than non-DEGs, but this difference was moderate (30.6%, average rank 1639 DEG v. 2064 non-DEG) and DEGs still had average count ranks spread throughout the ranks of detectable genes (Figure 5F). All together, these findings indicate that RNAseq of adult DG NSCs and IPCs can be achieved from a single mouse per sample replicate with data quality similar to that derived from more bulk-like RNA sequencing.

### RNAseq Identifies Differentially Expressed Genes in Neural Stem Cells and Intermediate Progenitor Cells Induced by Lateral Fluid Percussive Brain Injury

As proof of principle, we applied our RNAseq workflow to a LFPI model of TBI and identified DEGs in adult mouse NSCs and IPCs *in vivo* (Figure 6A). 

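Sorted NSCs and IPCs of 3 mice with LFPI and 3 sham mice were sequenced 4 h after treatment, from the DG on the injured side. The labels and the filtered values hold 3 LFPI NSC, 3 LFPI IPC and 3 sham IPC libraries but 2 sham NSC libraries. Sham mouse 5 has a labelled IPC library and no labelled NSC library. The unfiltered values hold 1 more column, which no label matches, and whether it is the NSC library of that mouse is not known. It was not used, so LFPI was set against sham in NSCs with 3 mice against 2. Whole DG came from 3 other LFPI and 3 other sham mice. Reads in genes numbered 15367572 to 17784627 in LFPI NSC, 11925924 to 13081689 in sham NSC, 16351321 to 21598519 in LFPI IPC and 9604877 to 12804286 in sham IPC libraries, and 9292264 to 13326754 and 11131437 to 11464763 in LFPI and sham whole DG. The sorted LFPI libraries were sequenced on lanes 3 and 4 and the sorted sham libraries on lanes 5 and 6, so lane and injury cannot be told apart in the sorted cells. All whole DG libraries shared lane 3. The deposited values were made as for the untreated mice, except that CLEAR was not applied to the whole DG libraries, which have a value for every gene. NSCs, IPCs and whole DG were each fitted alone. Tested on simulated libraries with these depths, the test in NSCs recovered 43.3% of genes changed 4-fold and 68.2% of genes changed 8-fold, that in IPCs 44.8% and 66.7%, and that in whole DG 89.5% and 97.0%.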

NSCs and IPCs from the DGs ipsilateral to injury of three individual mice were FACS isolated 4 h after LFPI or sham treatment. Whole DGs from separate, but similarly treated, mice were also processed for comparison by 1 ng RNA input sequencing. A total of 6,319 genes were identified in NSCs, IPCs, and whole DGs (Supplementary Table 4). 

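A value in every one of the 17 LFPI and sham libraries of NSCs, IPCs and whole DG was left for 8259 genes, counting each gene symbol once. Because CLEAR acted on the sorted libraries alone, this number is set by the NSCs and IPCs. Of these genes, 8080 were above 0 in at least 1 sorted library. CLEAR left a value for 12414 to 14489 genes per LFPI NSC library, 13142 to 13655 per sham NSC library, 11197 to 13172 per LFPI IPC library and 12440 to 13192 per sham IPC library. Values above 0 numbered 11596 to 13338, 12264 to 12717, 10446 to 12218 and 11586 to 12236. The tests used the genes with a value in every library of the comparison at hand and above 0 in at least 1 of them: 9790 in NSCs, 8510 in IPCs and 29053 in whole DG.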

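Among the genes with the smallest p in NSCs were genes of a reactive state. Timp1, an inhibitor of matrix metalloproteinases that reactive astrocytes secrete, had 1354 ± 558 (SD, n = 3 mice) normalized counts after LFPI and 91.6 ± 25.3 (SD, n = 2 mice) after sham, a log2 fold change of 3.82 (standard error 0.493). Serpina3n, a protease inhibitor of reactive glia, had 5832 and 949 (2.41), and Slc5a3, a carrier that brings inositol into the cell with sodium, 1545 ± 161 and 340.0 ± 1.94 (2.18). Arid5a, which stabilizes inflammatory transcripts, stood at 2.00. Kdm1b, a histone demethylase (-4.81), Map3k4 (-3.48) and Ptgds (-2.82) had negative log2 fold changes. None of these passed over all genes with limma (adjusted p = 0.169 for Timp1, 0.336 for Slc5a3 and 0.540 for Serpina3n). Of 10 reactive glia genes 3 were higher when adjusted over the list alone and 0 over all genes. Since the study picked Timp1 and Serpina3n from these libraries, that is not independent evidence. Of 8 genes of acute inflammation 2 were higher, and of 20 cell cycle genes 2 lower, over the lists alone. The study also picked members of the acute inflammation list, such as Myd88, from these libraries, so its count is not independent evidence either. The camera adjusted p with an estimated correlation was 0.464 for reactive glia, 0.627 for acute inflammation and 0.627 for the cell cycle.

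Of 9790 genes, limma put 0 past the threshold, with 428 at an unadjusted p under 0.05, and edgeR 0. DESeq2 on the recovered reads called 23 (15 higher, 8 lower), with adjusted p = 5e-07 for Slc5a3, 1.17e-12 for Timp1 and 6.57e-05 for Serpina3n. Simulated libraries of this design held 67, 67 and 66 genes changed 2-, 4- and 8-fold. DESeq2 recovered 13.4%, 55.2% and 87.9% of these and also called 29 unchanged genes, edgeR 5 and limma 3. How many genes LFPI changed is not known, so this does not say how many of the 23 are unchanged. Without sham mouse 6, which leaves 1 sham mouse whose spread is taken to be that of the LFPI mice, limma called 20 (all lower). With genes at 0 in every library kept it called 6 (all lower). The groups did not overlap in 19.4% of genes, where chance gives 20% for 3 mice against 2.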

23 DEGs were identified in NSCs after LFPI with 15 significantly upregulated and 8 significantly downregulated (Figure 6B). 

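In IPCs Slc5a3 had 1209 ± 456 (SD, n = 3 mice) normalized counts after LFPI and 363 ± 93.0 after sham (log2 fold change 1.70, standard error 0.409). Pde4b, which degrades cyclic AMP (1.35), and Gfpt2, the first enzyme of the hexosamine pathway (1.28), were among the genes with the smallest p. Timp1 stood at 5.06, and 2014 of its counts came in LFPI mouse 2, against 125 and 182 in the other 2. Serpina3n stood at 0.38. Ptgds, which makes prostaglandin D2 (-5.17), and Apod, a lipid carrier of fibroblasts and glia (-2.76), had negative log2 fold changes. Of 8 genes of acute inflammation all had positive log2 fold changes (median 0.63), with 0 passing over the list alone and a camera adjusted p of 0.230 with an estimated correlation. Of 5 genes of the osmotic response 1, Slc5a3, passed over the list alone, and it was picked by the study from these libraries, so this is not independent evidence. The camera adjusted p of that list was 0.343.

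limma put 0 of 8510 genes past the threshold, with 420 at an unadjusted p under 0.05 and a smallest adjusted p of 0.743, and edgeR put 0. DESeq2 on the recovered reads called 18 (5 higher, 13 lower), with an adjusted p of 0.0368 for Slc5a3, and Pde4b did not pass there (0.0754). In simulated libraries with as many changed genes as for NSCs, DESeq2 recovered 22.4%, 71.6% and 87.9% of the 2-, 4- and 8-fold changes. It also called 25 unchanged genes, edgeR 3 and limma 2, which does not say how many of the 18 are unchanged. With genes at 0 in every library kept, limma called 2. The groups did not overlap in 10.3% of genes, where chance gives 10%.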

In the IPC population, 5 genes were significantly upregulated while 13 genes were downregulated in LFPI mice compared to sham mice (Figure 6C). In whole DG, 188 DEGs were identified with 106 significantly upregulated and 82 significantly downregulated in LFPI mice compared to sham mice (Supplementary Figure 4C). 

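In whole DG 2 genes were past the threshold with limma, both higher after LFPI. Cntn3, a neuronal adhesion molecule on chromosome 6 of GRCm38 from 102162655 to 102573101, had 697 ± 243 (SD, n = 3 mice) normalized counts after LFPI and 208 ± 30.0 after sham (log2 fold change 1.69, standard error 0.214, adjusted p = 0.0364 from limma). Cenpa, the histone H3 variant of centromeres on chromosome 5 of GRCm38 from 30666777 to 30674830, had 296 ± 23.4 and 50.4 ± 27.9 (log2 fold change 2.69, standard error 0.344, adjusted p = 0.0364 from limma). The groups did not overlap for either gene, or in 16.4% of all genes. Arc, an activity-regulated gene of synapses, stood at 2.31 with 4577 against 1034 normalized counts (adjusted p = 0.0808), and Cebpb, a transcription factor of the acute phase, at 1.23 (adjusted p = 0.110). Il1b, which encodes interleukin-1 beta (4.23), and the chemokine Ccl12 (2.62) had large folds that did not pass and were chosen after their values were seen. Of 21 genes of acute inflammation, 19 had positive log2 fold changes (median 2.12), and 13 were higher when adjusted over the list alone, 0 over all genes. Of 15 immediate early genes all were positive (median 0.67), and 7 were higher over the list alone. The 13 reactive glia genes had a median of 1.06, with 6 higher over the list alone. The study picked Myd88, Il33, Cd14 and Ccl12 of the acute inflammation list from the libraries of this experiment. It picked Timp1 and Serpina3n of the reactive glia list from them as well. Counts over these lists alone are therefore not independent evidence. Camera's adjusted p with an estimated correlation was 0.494, 0.494 and 0.496 for the 3 lists.

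The test covered 29053 genes, of which 4181 had an unadjusted p under 0.05. DESeq2 on the recovered reads called 198 (112 higher, 86 lower) and edgeR 438 (283 higher, 155 lower). Without LFPI mouse 7, 8 or 9, or sham mouse 11 or 12, limma called 0, and without sham mouse 10 it called 1. Neither Cntn3 nor Cenpa passed in these, with a pseudocount of 10 (0 genes called), among genes with a mean of at least 10 (0), without limma's trend (7) or with the spread of all 6 groups (96). Of the 10 splits of the 6 mice, 3 gave 2 genes or more, the real one among them, and the highest other count was 6. The paper's Supplementary Table 4 lists 188 DEGs in whole DG, and all 188 had the same direction here and an unadjusted p under 0.05.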

DEGs identified in NSCs and IPCs following LFPI did not overlap with DEGs identified on a whole DG level. In addition, NSCs and IPCs only shared one DEG in common (*Slc5a3*), emphasizing the importance of examining individual cell types, even for cells as closely related as NSCs and their IPC progeny. 

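Of Cntn3 and Cenpa, the genes that passed with limma in whole DG, Cntn3 lacked a CLEAR value in sorted libraries and was not tested there, and Cenpa did not pass (log2 fold change -0.16 in NSCs and -0.52 in IPCs). With none past the threshold in NSCs or IPCs, none could be shared. The DEGs of the paper's Supplementary Table 4 had 0 in common between NSCs and whole DG, and 0 between IPCs and whole DG. Of the 188 in whole DG, 58 were among the genes tested in NSCs and 45 among those in IPCs, and lists of these sizes drawn independently would share 0.137 and 0.0954 genes. Slc5a3 and Serpina3n were among 8 genes higher after LFPI at an unadjusted p under 0.01 in both NSCs and whole DG, where independent lists would share 1.47, and 3 were lower in both (1.61 for independent lists). Slc5a3 was the 1 gene higher in both IPCs and whole DG at that level (0.833 for independent lists), and 5 were lower in both (1.54). In whole DG Slc5a3 had 973 ± 345 (SD, n = 3 mice) normalized counts after LFPI and 543 ± 76.0 after sham (log2 fold change 0.79, adjusted p = 0.135 from limma, 0.0119 from DESeq2), and Serpina3n 3067 ± 971 and 1578 ± 559 (0.97, adjusted p = 0.129 from limma). The whole DG mice were not those of the sorted cells.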

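Slc5a3 lies on chromosome 16 of GRCm38 from 92058322 to 92087473. Every LFPI mouse lay above every sham mouse in NSCs, at 1431, 1729.5 and 1475 normalized counts against 339 and 341. The same held in IPCs, at 785, 1692 and 1151 against 269, 455 and 364. At an unadjusted p under 0.01 in both populations, 5 genes were higher after LFPI, Slc5a3, Timp1, Mrps6, Gfpt2 and Myd88, where independent lists would share 0.109. NSCs and IPCs came from the same mice, and the lanes were split by treatment alike in both, so this is not the number to be shared without a response to LFPI. At that level 1, Ptgds, was lower. Myd88, an adaptor of Toll-like receptors, falls outside the rule for named genes and was chosen after its values were seen. Mrps6, a mitochondrial ribosomal protein (1.83 in NSCs and 1.28 in IPCs), overlaps Slc5a3 on the same strand, and 159 bases lie in exons of both, 10.4% of the exonic bases of Mrps6 and 1.46% of those of Slc5a3, so reads from those bases are uncertain.

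Whether the response differed between NSCs and IPCs was tested as an interaction over 8080 genes. 0 passed with limma (231 at an unadjusted p under 0.05), 0 with edgeR and 0 with DESeq2. The difference of NSCs over IPCs in log2 fold change was 0.48 for Slc5a3, -1.24 for Timp1 and 2.04 for Serpina3n (standard error 0.630), each with an adjusted p of 0.999 from limma. On simulated libraries this test recovered 19.4% of genes whose response differed 4-fold. The paper reports no DEG of NSCs or IPCs in common with whole DG, and a single DEG shared by NSCs and IPCs. From this it reasons that individual cell types need to be examined.

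**Figure D2:**
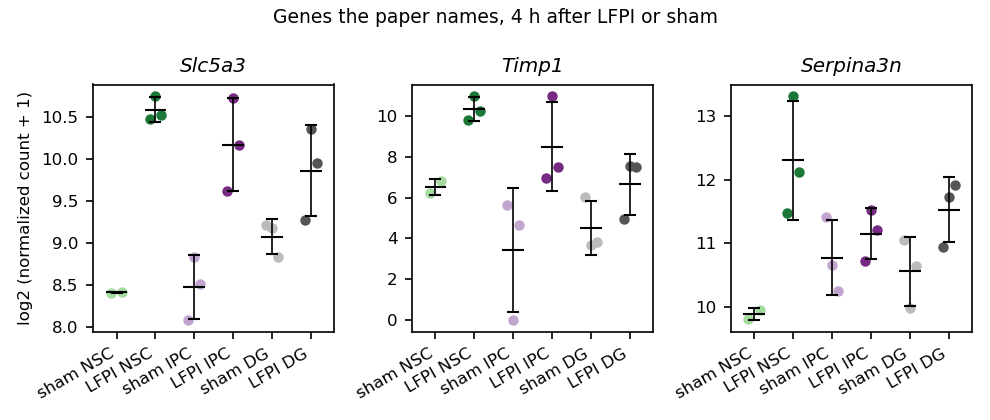
Normalized counts of Slc5a3, Timp1 and Serpina3n on a log2 scale after sham and LFPI in NSCs, IPCs and whole DG; each point is 1 mouse, the line the mean and the bar the SD. Slc5a3 averages 340.0 after sham and 1545 after LFPI in NSCs, 363 and 1209 in IPCs, and 543 and 973 in whole DG.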

DEGs from both NSC and IPCs derived from genes throughout the range of detected genes and showed median count levels similar to non-DEGs (Figure 6D). 

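Since limma called none in NSCs or IPCs, the ranks were taken for the DEGs of the paper's Supplementary Table 4, Slc5a3, Timp1 and Serpina3n among them, by mean normalized count among the genes tested in each population. The 23 in NSCs had a median rank of 5252 against 4895 for the other genes, and a mean rank of 4993 against 4895 (two-sided permutation test across genes, p = 0.870). The 18 in IPCs had a median rank of 4194 against 4256 and a mean rank of 4447 against 4255 (p = 0.744). In whole DG, Cntn3 and Cenpa had a mean rank of 8639.5 against 14527 (p = 0.354), and the 188 DEGs of the paper's table 9470.4 against 14559.9 (p = 1e-05).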

RNAscope fluorescent *in situ* hybridization (FISH) combined with immunohistochemical staining verified transcriptional upregulation of *Slc5a3* in NSCs and IPCs following LFPI (Figures 6E,F). We also verified two other DEGs upregulated in NSCs using RNAscope FISH: *Serpina3n* (Figure 6G) and *Timp1* (Figure 6H). Similar trends were found when individual mouse averages of puncta per cell were used as the replicates (*n* = 5 per group), though not all reached statistical significance (Supplementary Figures 4D–G). These findings indicate that RNAseq of acutely isolated, *in vivo* NSCs and IPCs can reliably identify DEGs in an injury model.

**FIGURE 6:**
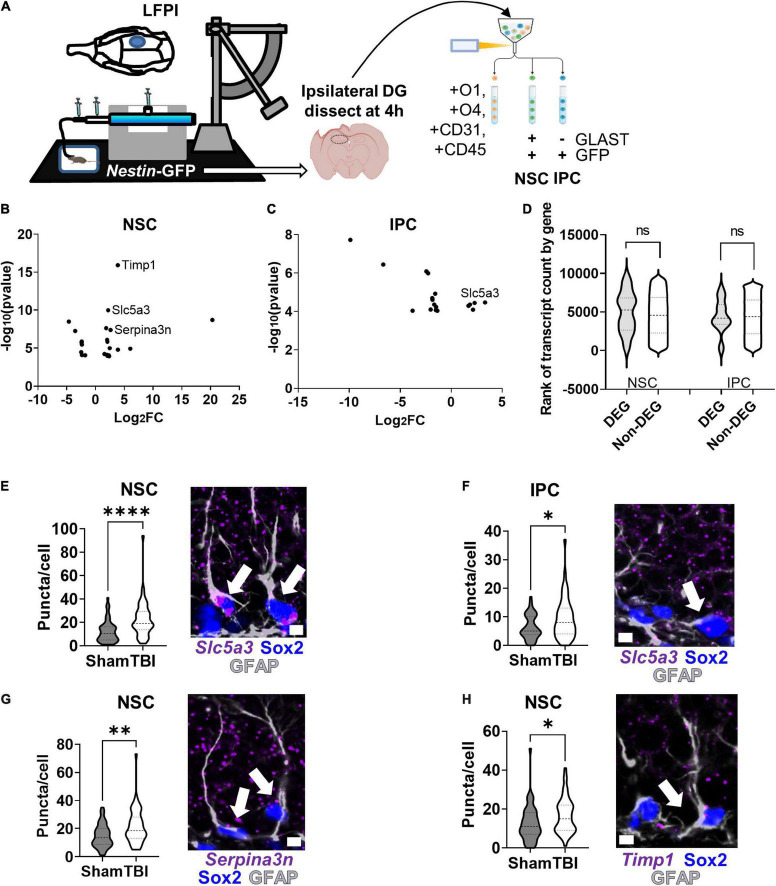
RNAseq and CLEAR filtering enable accurate DEG identification in NSCs and IPCs in mice with lateral fluid percussive brain injury (LFPI). **(A)** Mice (*n* = 3 per group) were given lateral fluid percussive injuries or sham treatment. Four hours after injury, DGs from the ipsilateral side of the brain were isolated and processed for RNAseq as described in Figure 5A. **(B)** Volcano plot of DEGs identified in NSCs after LFPI. **(C)** Volcano plot of DEGs identified in IPCs after LFPI. **(D)** Violin plot of TBI DEG and non-DEG transcript count level distribution in NSCs and IPCs. ns, not significant, Mann–Whitney test. **(E)** Quantification of *Slc5a3* mRNA *via* RNAscope in NSCs (identified *via* GFAP + SOX2+ immunolabeling) confirmed upregulation after TBI (left). Representative image with arrows pointing to NSCs with *Slc5a3* expression (right). **(F)** Quantification of *Slc5a3* mRNA in IPCs similarly confirmed increased expression after LFPI (left). Representative image with arrow pointing to IPC with *Slc5a3* expression (right). **(G)** Quantification of *Serpina3n* mRNA in NSCs also confirmed upregulation after LFPI (left). Representative image with arrow pointing to NSC with *Serpina3n* expression (right). **(H)** Quantification of *Timp1* mRNA in NSCs also showed increased expression after LFPI (left). Representative image with arrow pointing to NSC with *Timp1* expression (right). **(E–H)** Mean ± SEM of mean RNA puncta per cell with *n* = 50 cells per group from 5 mice, Mann–Whitney *t*-test, *p < 0.05, **p < 0.01, ****p < 0.0001. Scale bars = 5 μm.

## Discussion

Endogenous adult hippocampal NSCs provide a source of both cellular and biochemical support for tissue homeostasis. Characterizing these cells at baseline, as well as after injury, may lead to therapeutically relevant strategies for promoting optimal brain function. However, studying adult DG NSCs is challenging due to their relatively low cell number, residence within a complex niche, and their inherent heterogeneity. To overcome this challenge, researchers have increasingly turned to scRNAseq approaches for transcriptional profiling (Shin et al., 2015; Hochgerner et al., 2018; Knight and Serrano, 2018; Zeng et al., 2018; Kulkarni et al., 2019). However, we show here that, despite the many strengths of this approach, scRNAseq may not be the ideal method to answer certain types of research questions. Specifically, we show that scRNAseq analysis of differential gene expression may miss genes that are more moderately expressed and show large fold changes in expression. We show that an lcRNAseq approach can be used to help circumvent this problem and discover DEGs from a broader count range and with greater fold changes, and that such an approach can be adapted for transcriptional profiling and DEG identification in NSCs acutely isolated from adult mouse DG.

Using a model of oxidative stress in cultured NSCs, we identified DEGs from the same source samples using both a 10× Chromium scRNAseq and 1 ng bulk RNAseq approach. By using cells from the same biological replicates for both sequencing platforms, we avoided potential variation in gene expression induced by a difference in tissue processing. Yet, we found little overlap in the identification of DEGs by these two methods. This lack of overlap was maintained when scRNAseq data were analyzed without filtering for high or low feature counts and when the same statistical method was used for DEG discovery in both datasets, suggesting it was not an artifact of data processing/analysis. Despite this low overlap in DEGs, both scRNAseq and bulk RNAseq yielded accurate DEGs that could be confirmed with qRT-PCR in independent experimental replicates. GO analysis of the DEGs identified using the two different approaches also implicated mostly the same biological pathways being triggered by injury. Furthermore, our own investigation of false positive rate in scRNAseq, when cells were randomly assigned to two groups, also yielded no false DEGs, consistent with findings in Soneson and Robinson (2018), who performed similar analyses over multiple scRNAseq datasets and found low (sometimes no) false discoveries when using the same statistical analysis approach that we used (Wilcoxon). In contrast to these findings, Squair et al. (2021) recently published findings suggesting that divergence of scRNAseq differential expression analysis from that of matched bulk RNAseq represented false positives in scRNAseq. This conclusion was mostly based on simulations where they randomly assigned pseudo-replicates or real replicates to treatment groups. Particularly when replicate-to-replicate variation was high, large numbers of false positives were found in this analysis. Squair et al. (2021) also used an RNAscope assay to attempt to confirm scRNAseq-derived DEGs in a model of spinal cord injury and found low replicability there. RNAscope is commonly used to confirm scRNAseq findings so it is unclear why replicability is typically reported in other studies but not found in Squair et al. (2021). Two notable possibilities are: (1) that a bias for reporting positive results exists in previous literature or (2) that the often semi-quantitative nature of RNAscope analysis can mask true differences. Altogether, these findings suggest that the reliability of scRNAseq data requires much more scrutiny than has been applied to-date. Our data adds to that of the meta-analysis in Soneson and Robinson (2018) to suggest low false positive rates when individual cells are used as the input sample for DEG analysis and our data go further to confirm replicability of DEGs identified this way, though those DEGs show strong bias for higher count genes with lower fold changes.

When we probed the difference in the kinds of DEGs identified by scRNAseq versus 1 ng RNAseq, we found that scRNAseq identified high count genes with lower fold changes while 1 ng RNAseq identified genes with a wider range of count levels, including many genes with moderate counts and higher fold changes. Importantly, this bias in count level and fold change emerged in comparison to transcripts detected above 0 in each respective dataset. scRNAseq, of course, yields fewer detected genes than a bulk approach but this difference in DEG profile emerged even among genes that would be recorded in the dataset as detected and therefore having been evaluated for potential to be a DEG. Squair et al. (2021) similarly identified bias in single cell data for high count genes across multiple other datasets, suggesting that this is a common feature of single cell analyses. Squair et al. (2021) also proposed that pseudobulk analysis of single cell samples using biological replicates as the input sample could improve overlap between scRNAseq and bulk RNAseq transcriptomics. Our scRNAseq data was not separated into the original biological replicates so this analysis could not be done in the present study. However, using the data from Squair et al. (2021), the improvement expected by using pseudobulk would be moderate. They presented differential expression overlap between single cell and bulk analysis of parallel samples as an area under the concordance curve metric that can range from 0 to 1. The best performing pseudobulk analysis method showed only ∼15% median improvement on this scale over Wilcoxon tests performed with individual cells as the input (0.23 Wilcoxon to 0.38 pseudobulk with EdgrR-LRT test). Pseudobulk therefore presents an improvement, but only a marginal one. Taken together, our analyses support the need for additional methods in the transcriptomic toolbox that facilitate inclusion of multiple biological replicates, such as the method we present here.

There are several likely contributors to the selectivity of scRNAseq data for generating DEGs from high count transcripts. The first and most obvious potential contributor is the high zero-count rate in scRNAseq data, due to the very low RNA input from a single cell. Transcripts with counts near threshold of detection will be characterized by many 0-count genes and therefore have relatively high variability from cell to cell. This high variability may make such genes less likely to be detected as significantly different between two conditions. Discovery of genes with higher counts, and therefore lower zero-influenced variability, would be favored. By being higher count, fold change is similarly likely to be more constrained by a ceiling effect, yielding lower fold change DEGs. Analytical processing compensations for heteroskedasticity may also play a role. Heteroskedasticity is the phenomenon whereby genes with relatively low counts exhibit higher fold changes. Thus, general DEG analysis methods, such as DESeq2, and scRNAseq analysis pipelines, such as Seurat, correct for this problem by applying a variance-stabilizing preprocessing step that transforms the data and minimizes the effect of count-based technical noise on ratio-based outputs such as log fold change in gene expression (Love et al., 2014; Ahlmann-Eltze and Huber, 2021). Although heteroskedasticity is recognized for any count-based data, standard bulk level RNAseq is inherently more robust and delivers generalized expression data for hundreds of thousands of cells. This facilitates accurate correction for heteroskedasticity, while in scRNAseq, low biological replicates and very low input RNA amounts may lead to over-correction of true variation in gene expression by variance-stabilizing preprocessing (Love et al., 2014; Mou et al., 2020).

While our findings suggest that 10× scRNAseq and low-input population level RNAseq are both similarly accurate, as measured by replicability, they suggest different utility of each approach depending on experimental goal. If characterization of cellular heterogeneity is the goal, scRNAseq is obviously superior. However, discovery of genes that are moderate to lowly expressed in cells yet exhibit higher fold changes upon stimulation is also a common goal, particularly when searching for candidate molecular mediators or druggable targets in models of injury and disease. Relying on scRNAseq alone for DEG discovery could therefore limit the scope of understanding of disease or injury-associated transcriptional signatures. The difference in DEG characteristics between scRNAseq and 1 ng RNAseq shown here emphasizes the importance of identifying the ultimate goals and readouts of an experiment to choose the method that best addresses the needs of the study.

Although several studies have provided invaluable insight into hippocampal NSC biology using scRNAseq (Shin et al., 2015; Artegiani et al., 2017; Hochgerner et al., 2018), standard bulk RNAseq to study endogenous adult hippocampal NSCs has been challenging, as evidenced by the dearth of such studies. Though NSCs have been successfully profiled when combined with their IPC progeny *via* bulk RNAseq approach (Adusumilli et al., 2021), NSCs alone are sufficiently rare that their “bulk” level transcriptional profiling is especially difficult. Here, we optimized a protocol that enables population level transcriptional analysis of this rare cell type from individual mice. First, we used cultured adult hippocampal NSCs to determine 100 pg as a lower RNA input amount that enables profiling of DEGs that are comparable to those obtained with standard bulk sequencing. Using this threshold of 100 pg RNA input as a guide for *in vivo* analysis, we isolated adult DG NSCs and IPCs from individual Nestin-GFP reporter mice to profile the transcriptomes of each population at a 300 cell complexity level.

To ensure accurate identification of DEGs from this low input level, we applied CLEAR filtering which was previously shown to minimize technical noise due to limited RNA input (Walker et al., 2020). In brief, CLEAR preprocessing removes transcripts from analysis that are detected below a threshold. That threshold is determined by observing where on an mRNA transcript sequence RNAseq read fragments map. When reads show preferential mapping to only 3′ and 5′ ends of their mRNA transcripts, it indicates strong RNA degradation, a feature which predominates as transcript count drops. CLEAR filtering removes transcripts with counts below the threshold where most transcripts start to show this pattern of mapping more exclusively toward the 3′ and 5′ ends of their mRNA sequences. CLEAR filtering of our data improved the coefficient of variation between biological replicates for normalized counts at all RNA input amounts *in vitro* and *in vivo*, and was essential for effective transcriptional separation of *in vivo*-isolated NSCs and IPCs *via* PCA. We showed that this workflow, with CLEAR filtering, accurately profiled the transcriptomes of NSCs and IPCs. This ability to capture population level complexity with a low amount of RNA input is valuable when studying rare cell populations in complex experimental models of disease or injury where maximizing biological replicates is critical but limited by time and labor costs.

To demonstrate the utility of our approach for transcriptional profiling of *in vivo* NSCs, we applied it in a proof-of-principle experiment identifying TBI-associated DEGs from *in vivo* NSCs and IPCs. Using our workflow, we obtained cell type specific DEGs 4 h after the LFPI model of TBI. In response to LFPI, NSCs and IPCs showed mostly unique DEGs, with only one exception: both upregulated *Slc5a3*, a sodium-coupled inositol transporter protein that maintains osmotic pressure in cells and regulates intracellular myo-inositol levels (Andronic et al., 2015). We confirmed transcriptional upregulation of *Slc5a3*, as well as two other DEGs, *Serpina3n* and *Timp1*, with RNAScope *in situ* hybridization paired with immunofluorescent staining to identify NSCs and IPCs. These findings suggest that our population-level approach to RNAseq of isolated NSCs and IPCs can effectively identify replicable changes in gene transcription after an injury stimulus.

There are several limitations to this study. First, we only compared bulk RNAseq to scRNAseq using a 10× Chromium platform. It is therefore possible that other approaches to scRNAseq would yield different results than what we found. However, many of the limitations we noted seemed inherent to working with very low RNA input levels and were not exclusive to our experimental platform (*in vitro* NSCs) or any one approach to data analysis. Second, the specific cell/RNA input levels that we identified as yielding more bulk-like range in DEG count level and fold change may not apply outside of our selected cell population (adult NSCs). RNA content, cellular heterogeneity and capture efficacy of different cell types and tissue sources will likely influence the appropriate cell input needed in other models. Third, transcriptomics does not equate with proteomics. Particularly in NSCs, there appears to be substantial translational priming, in which mRNA is produced but not translated (Denninger et al., 2020; Kjell et al., 2020). Thus, both transcriptional and proteomic analyses are needed to accurately characterize NSCs in health and disease. Lastly, we applied our workflow to the LFPI model of TBI as proof of concept to demonstrate the utility of our method for transcriptional profiling of rare cell types on a population level. While we did identify several DEGs in adult DG NSCs acutely after LFPI, the potential transcriptional changes that occur at later timepoints and in the contralateral DG NSCs are yet unknown and would provide valuable information about how these cells behave in the context of TBI. Future potential applications of our method are not just limited to TBI models. Our method may be applied to any labor-intensive animal model that seeks to interrogate rare cell types, such as certain spinal cord or even hippocampal cell types after spinal cord injury.

## Conclusion

We present a comparison of two different approaches to transcriptional profiling, scRNAseq and population level RNAseq, of adult hippocampal NSCs, a rare cell type that is difficult to study *in vivo*. We found that each had their strengths, as well as weaknesses, which should be balanced with the needs of each specific study. We have shown here that our method for *in vivo* transcriptional profiling in a bulk-like lcRNAseq approach can provide valuable information about rare cell populations that are traditionally difficult to study *in vivo*. Thus, we present our workflow as an addition to the transcriptional toolbox for studying limited *in vivo* cell types moving forward.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accessions number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE189572, GSE189573, GSE189574, GSE189575, and GSE138381 (GSM4308545 only).

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at the Ohio State University in accordance with institutional and national guidelines.

## Author Contributions

JD: execution of research and writing. JD and EK: primary contributors to research design, analysis, and writing. EK: funding acquisition and supervision. LW, XC, AT, AP, RB, and PY: design, execution, analysis, and writing of methods for RNAseq studies. ZT and OK-C: LFPI studies. SS and RR: provide the general support in execution of research. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

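RNA-seq libraries of NSCs and IPCs sorted from the adult mouse DG, and of whole DG, came from untreated mice and from mice killed 4 h after LFPI or sham treatment. The labels list 45 sequenced libraries. The untreated mice gave 11 runs of 9 NSC libraries, 13 runs of 9 IPC libraries and 4 runs of 3 whole DG libraries, and the LFPI experiment gave 17 libraries. Each library was assigned to a group and a mouse from its label and the heading of its column. In the unfiltered values of the LFPI experiment 1 column had no matching library in the labels and was not used. The first heading line of that table lacks a name, so its columns were named from the second line, which carries the library names.

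The authors trimmed the reads with AdapterRemoval 2.2.0, removed reads of rRNA, mtDNA and PhiX with HISAT2 2.0.6, aligned the rest to GRCm38p4 with HISAT2, and counted them over GENCODE M14 genes with featureCounts of Subread 1.5.1 without regard to strand. The submitters' notes also give CASAVA 1.8.2, and name the human build GRCh38 for these mouse samples. The deposited signal values are normalized counts, which the authors made by dividing the gene counts of each library by its size factor from DESeq2 1.20.0. In the filtered tables they left a value only where a gene passed CLEAR 1.0 in that library. The whole DG libraries of the LFPI experiment have a value for every gene there. The depth the paper states is in clusters sequenced, and the depths given here are reads in genes.

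Each table of unfiltered values has 50600 rows. Of these, 678 rows carry one of 310 symbols that stand more than once, among them Itgam, and were left out, which leaves 49922 genes. The 242712 values that the filtered and unfiltered tables of untreated mice share, and the 441707 of the LFPI experiment, are the same to within 1e-06. In every library 100% of the values are whole multiples of 1 step, within 0.05 of a whole number, so whole read counts could be recovered and were used with edgeR and DESeq2. Because the values are normalized, limma was run on log2(normalized count + 1).

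All tests were made in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and other values in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Technical replicates of a mouse were averaged, so the mouse is the replicate. limma's moderated t test with a trend of the variance on the mean compared NSCs with IPCs, each of the 2 with whole DG (1 spread over the 3 untreated groups), LFPI with sham within NSCs, IPCs and whole DG, and the response of NSCs with that of IPCs as an interaction. P values were adjusted by Benjamini-Hochberg over the genes tested, and a gene passed at an adjusted p under 0.05 with a log2 fold change of at least 1 in either direction. Genes tested had a CLEAR value in every library of the comparison. Genes at 0 in all of those libraries were left out after the first counts had been seen, and the counts with them kept are given below as an alternative. A gene without a CLEAR value in some library was tested in the unfiltered values among genes with a mean of at least 10. CVs, principal components of the 500 most variable genes, ranks with a permutation test of 100000 resamples, and shared genes beside n1 × n2 / N were computed as the text says. Coordinates are those of GENCODE M21 on GRCm38.

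The comparisons, tests and gene lists, and most alternatives, were set before the data were examined, though after reading the paper's tables. There were 21 lists with 267 genes: radial glia-like NSC, intermediate progenitor and neuroblast, the study's NSC, IPC and exclusion markers, cell cycle, endothelial, pericyte and smooth muscle, fibroblast and leptomeningeal, oligodendroglial, microglia and macrophage, mature neuron, astrocyte, choroid plexus, immediate early, heat shock, reactive glia, acute inflammation, osmotic response, MHC class I and interferon, and sex-linked. Lists were tested with camera and an estimated correlation, or with fry. The genes named are those the paper names, the 10 largest rises and falls past the threshold with no overlap between groups and a mean of at least 100 in the higher group (or the 5 smallest p), up to 4 members of each list past the threshold (or the 2 with the highest mean), the sort genes Slc1a3, Nes, Pecam1, Ptprc and Itgam, and 5 genes of each list of LFPI DEGs in the paper. Genes outside this rule are marked where they stand.

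Alternatives were pseudocounts of 0.5 and 10, the unfiltered values (with a mean of at least 10, or above 0), the adjusted p alone, limma without the trend, libraries rescaled to 1 total, edgeR (quasi-likelihood) and DESeq2 on the recovered reads, each mouse left out, the mouse as a block, technical replicates as units, and groups that share 1 spread. Added after the data were seen were the settings without technical replicate 2 of IPC mouse 2, with genes at 0 kept, and with DESeq2's preset filter level of 0.1, and the line between NSCs and IPCs in the plane of PC1 and PC2. NSC and IPC libraries of 1 number come from the same mouse. Their deviations from the group means correlated at 0.259, 0.134 and 0.0658 for the 3 untreated mice and at -0.179 to 0.0373 for other pairs, and at 0.0441 to 0.169 within mice of the LFPI experiment.

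Each test was first run on simulated data with the depths and means of these libraries, in which 67, 67 and 66 genes were changed 2-, 4- and 8-fold. For genes changed 2-fold and 4-fold, limma recovered 46.3% and 95.5% between NSCs and IPCs, 28.4% and 91.0% between NSCs and whole DG, and 29.9% and 88.1% between IPCs and whole DG, with 7, 12 and 19 unchanged genes called. DESeq2 called 12, 37 and 32 unchanged genes there. After LFPI the share at 2-fold was 2.98% in NSCs, 5.97% in IPCs and 43.3% in whole DG. Unchanged genes called there by limma, edgeR and DESeq2 numbered 3, 5 and 29 in NSCs, 2, 3 and 25 in IPCs, and 5, 27 and 8 in whole DG.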

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

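In this part the test of the stem cell and progenitor state was chosen after the result was seen. Technical replicate 2 of IPC mouse 2 stood far from the other 8 IPC libraries, in that its gap to the nearest of them was too large a share of the whole range (Dixon's test at 95%), in 9 of 48 measures of the sorted libraries. It had 12157 (others 15363 to 16646) genes above 0 and 6110 (others 10190 to 11178) genes with a CLEAR value. Its mean log2 level was low over the radial glia genes, at 6.18 (others 7.53 to 8.74), the progenitor and neuroblast genes, at 9.39 (others 10.7 to 11.2), the study's IPC markers, at 8.48 (others 10.5 to 11.7), and the genes of acute inflammation, at 2.41 (others 3.87 to 4.86). It was high over the study's NSC markers, at 11.9, above the other 8, the endothelial genes, at 11.5 (others 8.80 to 9.89), and the MHC class I genes, at 10.1 (others 7.50 to 8.26). Technical replicate 2 of NSC mouse 1 was low over the radial glia genes, at 6.40 (others 7.71 to 9.02), and technical replicate 3 of IPC mouse 1 over the microglia genes, at 1.80 (others 4.00 to 5.96). For any 1 measure, chance gives such a library in about 1 in 20 groups. In all, 48 measures were tested and 11 flags were raised, so the single flags in NSC mouse 1 and IPC mouse 1 may be chance. The measures of 1 library are not independent.

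Genes of blood vessels, which the paper does not set against whole DG beyond its markers, were higher in both sorted populations than in whole DG. Outside the paper's markers, among genes with a CLEAR value in every library, 19 of 19 endothelial genes were higher in NSCs and 19 of 19 in IPCs. Of 10 such genes of pericytes and smooth muscle 9 were higher in NSCs and 10 in IPCs. The need for a CLEAR value tends to leave out genes low in sorted cells. Against other genes, with an estimated correlation (camera), neither full list passed in NSCs or IPCs (adjusted p = 0.321 and 0.351 for the endothelial list, 0.321 and 0.194 for the other).

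Endothelial genes were also higher in NSCs than in IPCs, 9 of 20 past the threshold (camera adjusted p = 0.269). Without any 1 mouse 0 of them passed, and 0 of all genes tested. Bsg had 115444 normalized counts in NSCs, 44692 in IPCs and 8620.0 in whole DG, Itm2a 53009, 18359.8 and 903, and Ly6c1 23758, 8426 and 210.0. After every library was thinned to the lowest total, the median log2 fold change of the 20 genes was 1.49. Before thinning it was 1.50, in reads scaled to that total. Thinning leaves the expected scaled count of a gene as it was and could move only genes with low counts. The check therefore does not decide whether a difference in depth played a part. As a hypothesis, endothelial cells or their RNA may have entered both populations in varying amounts: across technical replicates the genes of the list, which was written before this test, had a mean pairwise correlation of 0.698, where 95% of random lists of like expression lay under 0.0428, and of 0.265 without technical replicate 2 of IPC mouse 2. Any genes that vary together would pass that test, so it does not show where their RNA came from. The paper found Nestin-GFP in CD31-positive endothelial cells and took CD31-negative cells to keep them out. Pecam1, which encodes CD31, had log2 fold changes of 4.76 in NSCs and 2.80 in IPCs over whole DG. Microglia genes were also higher in NSCs than in IPCs in the unfiltered values, when adjusted over their list alone. The stem cell and progenitor state remains open, because in the unfiltered values the radial glia list had a median log2 fold change of 0.43 in NSCs over IPCs, short of the 0.5 it needs, and the progenitor and neuroblast list -0.78, past the -0.5 it needs.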

How the results depend on the processing

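The settings without technical replicate 2 of IPC mouse 2, with genes at 0 kept, and with DESeq2's preset filter level of 0.1, and the splits of the mice, were chosen after the results were seen. No named gene past the threshold in the main fit or in an alternative reversed its direction between them. Sign changes of genes past the threshold in neither were not counted. Medians of some lists turned between the CLEAR-filtered and the unfiltered values, where more of their genes were tested, as for immediate early genes in NSCs over whole DG (1.27 and -0.25), and the split of genes past the threshold over whole DG turned from more higher to more lower with DESeq2 and in the unfiltered values in both populations, and with edgeR in NSCs. Of 124 alternative counts of genes past the threshold, 75 stayed within 1.5 times of the reported count. The 75 include counts of 0 that stayed at 0, after LFPI in NSCs and IPCs and in the interaction. Between NSCs and IPCs only pseudocounts of 0.5 and 10 and the adjusted p alone stayed within that limit. Of 65 alternative values of CVs, principal components, ranks and shared genes, 26 were taken as unchanged. For CVs between mice the limit was the SD of the leave-one-out medians, and for those between technical replicates the SD over mice. Distances between populations had a fixed margin, ranks had to keep their call, and shared genes had to stay within 1.5 times. Of 125 list tests, 100 kept their call with fry and 25 passed where camera's did not. fry also gave p = 0.00288 for an unchanged list simulated for IPCs and whole DG. For named genes 2051 of 2351 kept their call, 119 gained it and 181 lost it, 154 of them between NSCs and IPCs. Calb2 and Stmn2, near the fold threshold in NSCs over whole DG, lost theirs in 5 and 2 settings. With the mouse as a block B2m, Id3, Tubb3, Pecam1 and Prox1 passed between NSCs and IPCs and the count changed as below. Pairing (the replicate block) changed no other call of a named gene, list or the interaction. Where no cause is given, the cause was not tested. The leave-outs hold fewer mice, and the tests after LFPI in NSCs and IPCs recovered few 2-fold changes at these depths and group sizes.

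Between NSCs and IPCs, where 68 genes passed, 2 passed in the unfiltered values (mean of at least 10) and 2 (every gene above 0), 3 without the trend, 109 with rescaled libraries, 109 with edgeR, 170 with DESeq2, 2 with genes at 0 kept, 0 without any 1 mouse, 106 with the replicate block, 187 with technical replicates as units and the mouse as a random effect, 187 with them as independent units (178 with DESeq2), and 137 with the spread of all 3 groups. Without technical replicate 2 of IPC mouse 2 the count was 201, 226 with DESeq2 on independent units and 245 with the random effect. Against whole DG, 7255 and 8871 genes passed in the 2 unfiltered settings for NSCs and 7092 and 8636 for IPCs, where more genes were tested, and 2509 and 2400 on the adjusted p alone. The other alternatives for these 2 counts stayed within 1.5 times. After LFPI, where limma called 0 in NSCs, it called 1 without the trend, 6 with genes at 0 kept and 0 to 20 without any 1 mouse, and DESeq2 called 23 (23 at its preset level). In IPCs, with 0, it called 1 without the trend, 2 with genes at 0 kept and 2 with the spread of all 6 groups, and DESeq2 called 18 (18 at its preset level). In whole DG, with 2, limma called 0 with a pseudocount of 10, 0 among genes with a mean of at least 10, 7 without the trend, 96 with the spread of all 6 groups and 0 to 1 without any 1 mouse, edgeR 438, and DESeq2 198 (188 at its preset level). The interaction gave 0, and 0 to 1 without any 1 mouse (1 without mouse 4 or 5). With 3 mice against 3, 10 splits are too few for a share under 0.05. The real and the highest other count were 68 and 1 for NSCs and IPCs, 1607 and 0 for NSCs and whole DG, 1483 and 0 for IPCs and whole DG, 0 and 1 for LFPI in IPCs, and 2 and 6 for LFPI in whole DG.

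The median CV between mice in NSCs, 22.3% in the unfiltered values, was 18.1 to 19.0% without any 1 mouse, 48.6% over genes above 0 in at least 1 library, 18.6% over the CLEAR genes and 41.1% from first technical replicates alone. The 18.6% after CLEAR became 15.2 to 16.2% and, from first replicates, 32.4%. In IPCs the same settings gave 19.0 to 22.6%, 54.2%, 20.4% and 41.4% for 24.9%, and 15.9 to 18.7% and 33.1% after CLEAR. In whole DG they gave 14.8 to 18.2%, 47.9% and 17.0%, and 11.5 to 16.2% after CLEAR without any 1 mouse. Between technical replicates the NSC median was 70.7% over genes above 0 in at least 1 library and 32.6% over the CLEAR genes, and the IPC median 75.9% over genes above 0 in at least 1 library. The distance between NSCs and IPCs on PC2 of the unfiltered values, 2.26 SDs, was 0.540 with all genes, 4.82 with 2000 genes, 0.677 with a pseudocount of 10, 4.53 without technical replicate 2 of IPC mouse 2, and 4.28 on PC1 with NSCs and IPCs alone. On PC2 of the CLEAR values it was 4.96 without that library. The mean rank of DEGs minus that of other genes in whole DG after LFPI was -5089.5 for the paper's DEGs, which passed where the 2 called here (-5888) did not. Shared genes after LFPI, 0 as called here, numbered 1 for NSCs and IPCs with the paper's lists, and 6 for NSCs and IPCs, 11 for NSCs and whole DG and 6 for IPCs and whole DG at an unadjusted p under 0.01 in both.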

Differences from the paper's values

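The setting without technical replicate 2 of IPC mouse 2, that with genes at 0 kept and that with DESeq2's preset filter level of 0.1 were chosen after seeing the values. Between NSCs and IPCs the paper gives 177 DEGs, at the same thresholds, and 68 genes passed here, 66 of them among the paper's. Using DESeq2 with technical replicates as independent units was enough to call all 177, among 178 genes. No other setting called all 177. Of the alternatives set before the data were examined, the count lies within 1.5 times of the paper's with DESeq2 on the recovered reads (170, with 158 of the paper's DEGs), technical replicates as units with the mouse as a random effect (187, with 160), technical replicates as independent units (187, with 160), the same with DESeq2 (178, with all 177), and the spread of all 3 untreated groups (137, with 126). It does not with pseudocounts of 0.5 (77 of the paper's DEGs) and 10 (64), the unfiltered values in both settings, the adjusted p alone (68), no trend, rescaled libraries (106), edgeR (105), the replicate block (100) or any mouse left out, nor with genes at 0 kept. Without technical replicate 2 of IPC mouse 2, chosen after seeing the values, it does (201, dropping 24 of the paper's DEGs), as it does with DESeq2 on independent units (226, dropping 14) and with the random effect (245, dropping 16).

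After LFPI the paper gives 23 DEGs in NSCs (15 higher, 8 lower), 5 higher and 13 lower in IPCs, and 188 in whole DG (106 higher, 82 lower), where limma called 0, 0 and 0 in NSCs, 0 and 0 in IPCs, and 2, 2 and 0 in whole DG. DESeq2 on the recovered reads gave 23 (15 and 8) in NSCs, 5 and 13 in IPCs and 198 (112 and 86) in whole DG. These include all the paper's DEGs in NSCs and IPCs, Slc5a3, Timp1 and Serpina3n among them, and 185 of its 188 in whole DG. At DESeq2's preset filter level, chosen after seeing the values, the counts were 23, 18 and 188, dropping 0 of the paper's DEGs. In NSCs the total without sham mouse 6 (20) is also within 1.5 times of the paper's, with 0 of its DEGs, and so is the number lower with genes at 0 kept (6), which was chosen after seeing the values and drops all 23. In IPCs the spread of all 6 groups called 2 of the paper's DEGs. In whole DG edgeR called 438, with 183 of the paper's, and the spread of all 6 groups 96, with 0. The remaining alternatives stayed more than 1.5 times from the paper's counts.

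The mean rank of the DEGs between NSCs and IPCs is 1639 in the paper and 1044 here, and the difference from other genes 30.6% in the paper and 94.3% here. The paper's 30.6% does not follow from the 2 mean ranks printed beside it, 1639 and 2064, so its base is not known. For the DEGs the paper lists, the values here were 1637 and 24.0%, within 1.5 times of the paper's, and for those of the unfiltered values they were 768 and 978%, which are not. The paper gives 1 DEG shared by NSCs and IPCs after LFPI, and 0 were shared here, 1 with the paper's lists and 6 at an unadjusted p under 0.01 in both. The median CV between mice before CLEAR is about 45% in NSCs and about 45% in IPCs in Fig. 5C, read by eye, and 22.3% and 24.9% here. It was 48.6% and 54.2% over genes above 0 in at least 1 library and 41.1% and 41.4% from first technical replicates, both within 1.5 times, but not with any mouse left out or over the CLEAR genes. After CLEAR it is about 30% in NSCs in Fig. 5C, read by eye, and 18.6% here, 32.4% from first technical replicates and beyond 1.5 times with any mouse left out.

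The paper states that the CVs of NSCs and IPCs before CLEAR were more than 2 times that of whole DG, and they were 1.14 and 1.27 times here, and 2.09 and 2.11 times from first technical replicates. It states a larger reduction of the CV between mice by CLEAR than the 16.8% in NSCs and 17.9% in IPCs found here. It states that Neurog2, with Calb2, Stmn2 and Tubb3, stood higher over whole DG in IPCs than in NSCs. Calb2, Stmn2 and Tubb3 had that direction here, and Neurog2 had log2 fold changes of 1.69 in NSCs and 0.80 in IPCs, neither past the threshold. It states that marker genes show other cell types to be excluded, and of the 12 markers tested 4 were lower than whole DG in NSCs and 6 in IPCs, with Ocln higher in NSCs (1.78). It states the same number of sham and LFPI mice, and the labels and the filtered values hold 2 sham NSC libraries, while the unfiltered values hold 1 more column that no label matches, and whether it is another of these is not known.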

Other observations

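In this part the tests of the sequencing lane and of LFPI itself were chosen after the result was seen. Microglia genes stood apart between the sorted populations in the unfiltered values. Of 14 tested, 14 were higher in NSCs than in IPCs when adjusted over the list alone and 0 over all genes (median log2 fold change 3.44, camera adjusted p = 0.211 with an estimated correlation). Against whole DG, 13 of 14 microglia genes were lower in IPCs and 1 in NSCs (medians -3.71 and 0.068, camera 0.227 and 0.815). Ptprc, which encodes CD45, a protein the sort excluded, did not pass between NSCs and IPCs (3.45, adjusted p = 0.399). Genes of MHC class I and the interferon response were higher than in whole DG in both populations, 10 of 11 in NSCs and 9 in IPCs (medians 3.66 and 2.79, camera 0.345 and 0.351), among them Rtp4 (4.94 and 3.49) and Xaf1 (4.72 and 3.32), both induced by interferon. Of 4 reactive glia genes 3 were higher in NSCs and 4 in IPCs than in whole DG (camera 0.321 and 0.248), with the small heat shock protein Hspb1 at 6.49 and 5.36, and between NSCs and IPCs 1 of 4 passed, Vim (camera 0.841).

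Immediate early genes moved both ways. Fos was higher than in whole DG in NSCs (4.28) and IPCs (3.92), and Jun lower (-2.11 and -3.32). Of 7 tested, 4 were higher and 2 lower in NSCs, and 2 and 3 in IPCs (camera 0.845 and 0.915). Among the unfiltered values 4 of 15 were higher and 6 lower in NSCs (median -0.25), and 2 and 7 in IPCs (-1.65), with camera at 0.809 and 0.814. Of 9 heat shock genes 2 were higher and 1 lower in NSCs, 0 passed in IPCs over whole DG, and 0 passed between NSCs and IPCs with limma (camera 0.756, 0.561 and 0.978). The oligodendroglial list had 8 of 12 genes lower and 1 higher than whole DG in NSCs and 9 lower and 1 higher in IPCs in the unfiltered values (camera 0.329 and 0.174), and Mal, a myelin protein, was higher in NSCs than in IPCs (2.02). Of 3 fibroblast genes with a CLEAR value 2 were higher in NSCs and 1 in IPCs than in whole DG, and 1, Apod (1.83), in NSCs over IPCs (camera 0.380, 0.483 and 0.364). Of the choroid plexus list 1 gene, Enpp2, had a CLEAR value and did not pass between NSCs and IPCs (0.37). After LFPI no member of the microglia, oligodendroglial, heat shock or choroid plexus lists passed over all genes in NSCs, IPCs or whole DG. Of the osmotic response list, Slc5a3 passed over the list alone in NSCs (1 of 6, camera 0.982).

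Fibroblast genes had negative log2 fold changes in the sorted cells after LFPI, with a median of -1.55 over 8 genes in NSCs and -0.80 over 6 in IPCs, and 0 passed over all genes with limma (camera 0.552 and 0.230). After every library was thinned to the lowest total the median in IPCs was -0.83, and before thinning -0.83 in reads scaled to that total. Thinning leaves the expected scaled count of a gene as it was, so this does not decide whether a difference in depth played a part. Fibroblasts or their RNA in the sham libraries, a hypothesis, cannot be told apart from chance. The sort kept only Nestin-GFP-positive cells, and it names no marker to gate out fibroblasts. A mean pairwise correlation of -0.0495 was found for 5 genes of the list, with Dcn at -2.29 and Apod at -1.82 in NSCs. It lay below the median of random lists (-0.0244) but within their SD of 0.127, a limit on the test that was added after the value was seen. The lane may also play a part, because 0 lanes held sorted libraries of both treatments. LFPI itself stays open, with a median of -0.37 over the list in whole DG of other mice, where 0 of 12 genes passed with limma (1 over the list alone).

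Slc5a3 and Mrps6 were both high after LFPI in NSCs and IPCs. Reads shared between these overlapping genes could account for part of this, and the annotation does not decide it: 10.4% of the exonic bases of Mrps6 (159 of 1533) lie in exons of Slc5a3, and 1.46% of those of Slc5a3 in Mrps6. No biological explanation was tested, and counts per exon are not in the files.

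The sex-linked genes differed between mice within groups. In the untreated mice Xist, which is transcribed from the inactive X chromosome, had 422 normalized counts in NSCs and 596 in IPCs of mouse 1, 968 and 1182 in mouse 2, and 0.608 and 1.54 in mouse 3. Ddx3y, a gene of the Y chromosome, had 1208 and 922 in mouse 3 and under 1 in the others. Of the whole DG mice, Xist was 263 and 432 in mice 4 and 5 and Ddx3y 794 in mouse 6. In the LFPI experiment every sorted library had Ddx3y, from 561 to 1216. Among whole DG libraries Xist was 6992 in LFPI mouse 9 and 5109.6 and 5479 in sham mice 10 and 12, and Ddx3y 926 in LFPI mouse 7 and 944 in sham mouse 11. LFPI mouse 8 was low in both, at 15.9 for Xist and 27.8 for Ddx3y. None of the 5 sex-linked genes passed between LFPI and sham whole DG or between NSCs and IPCs (camera 0.877 and 0.966).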
